# Mutations in *MIR396e* and *MIR396f* increase grain size and modulate shoot architecture in rice

**DOI:** 10.1111/pbi.13214

**Published:** 2019-08-16

**Authors:** Chunbo Miao, Dong Wang, Reqing He, Shenkui Liu, Jian‐Kang Zhu

**Keywords:** microRNA, rice, gene editing, grain size, plant architecture, gibberellin

## Abstract

Grain size and plant architecture are critical factors determining crop productivity. Here, we performed gene editing of the *MIR396* gene family in rice and found that *MIR396e* and *MIR396f* are two important regulators of grain size and plant architecture. *mir396ef* mutations can increase grain yield by increasing grain size. In addition, *mir396ef* mutations resulted in an altered plant architecture, with lengthened leaves but shortened internodes, especially the uppermost internode. Our research suggests that *mir396ef* mutations promote leaf elongation by increasing the level of a gibberellin (GA) precursor, mevalonic acid, which subsequently promotes GA biosynthesis. However, internode elongation in *mir396ef* mutants appears to be suppressed via reduced *CYP96B4* expression but not via the GA pathway. This research provides candidate gene‐editing targets to breed elite rice varieties.

## Introduction

The microRNA miR396, together with its targets the *Growth‐Regulating Factor* (*GRF*) genes, regulates many aspects of plant growth and development. miR396 negatively regulates plant cell proliferation (Debernardi *et al*., 2014; Liu *et al*., 2009; Rodriguez *et al*., 2009), and its overexpression in *Arabidopsis*, rice and tobacco led to severely retarded growth (Baucher *et al*., 2013; Gao *et al*., 2016a; Liu *et al*., 2009; Rodriguez *et al*., 2009; Tang *et al*., 2017). In *Arabidopsis thaliana*, the leaves show allometric growth with a specific growth polarity along the proximal‐distal axis, and miR396 controls this specific growth pattern via preferential accumulation in the distal part of young developing leaves (Rodriguez *et al*., 2009). A study surveying 75 eudicot species with different leaf growth polarities showed that the expression gradient of miR396 closely correlated with the polarity of leaf growth (Gupta and Nath, 2015), suggesting a conserved role for miR396 in leaf growth.

In rice, miR396 controls grain yield by regulating grain size and panicle architecture (Che *et al*., 2016; Duan *et al*., 2016; Gao *et al*., 2016a; Hu *et al*., 2015; Li *et al*., 2016). The rice grain size quantitative trait locus (QTL) *GS2*/*GL2* encodes GRF4 with a TC → AA transition at miR396‐targeting site and thus relieves its suppression by miR396, which further activates brassinosteroid (BR) response to increase the grain size (Che *et al*., 2016; Duan *et al*., 2016; Hu *et al*., 2015; Li *et al*., 2016). In addition, miR396 modulates panicle architecture through *GRF6* (Gao *et al*., 2016a). In rice, knockdown of miR396 greatly increased *GRF6* expression, which further activated auxin biosynthesis and response to generate larger panicles with more grains (Gao *et al*., 2016a). In tomato, decreasing miR396 expression enlarged flower organs and fruits (Cao *et al*., 2016). These findings suggest that negative regulation of fruit size is a general role for miR396.

Ideal plant architecture is critical for breeding elite crop varieties. In the past twenty years, plant architecture has been studied intensively, and some key regulators, including *SD1*,* OSDWARF4*,* DEP1* and *IPA1*, have been identified and used to improve rice productivity (Huang *et al*., 2009; Jiao *et al*., 2010; Miura *et al*., 2010; Sakamoto *et al*., 2005; Sasaki *et al*., 2002). Previous studies regarding plant architectures of monocot crops mainly focused on plant height, tillering, tiller angle, panicle architecture and leaf angle. The lengths of leaf blades and sheaths are also important aspects of plant architecture, but studies on this aspect are very limited in monocot crops.

Despite the known importance for miR396 as a key regulator of plant growth, its exact roles in plant growth and the underlying mechanisms are incompletely known. Here, through systematically mutating *MIR396* family genes in rice, we found that *MIR396e* and *MIR396f* are important regulators in grain size and plant architecture. *mir396ef* mutations resulted in greatly enlarged grains, lengthened leaf blades and sheaths, as well as shortened upper three internodes. Further analyses revealed that *mir396ef* promotes leaf elongation by increasing the level of a gibberellin (GA) precursor, mevalonic acid (MVA), which subsequently promotes GA biosynthesis. In addition, our results suggest that *mir396ef* mutations suppress internode elongation through decreasing *CYP96B4* expression. These findings provide candidate gene‐editing targets to breed elite rice varieties.

## Results

### *MIR396* gene editing in rice

The rice genome contains eight *MIR396* genes (*MIR396a* to *MIR396h*) (http://www.mirbase.org/). Sequence analyses revealed that *MIR396a*,* MIR396b*,* MIR396c*,* MIR396e* and *MIR396f* locate to intergenic regions, whereas *MIR396d*,* MIR396g* and *MIR396h* locate to the exons of *GRF3*,* GRF2* and *GRF1*, respectively (Figure S1a). To dissect the function of the *MIR396* genes in rice, we constructed a multiplex CRISPR/Cas9 vector to simultaneously target *MIR396a*,* MIR396b*,* MIR396c*,* MIR396e* and *MIR396f* (Figure 1a; see Figure S1b for the target sites). We also constructed seven single sgRNA‐expressing vectors to mutate *MIR396a*–*MIR396d*,* MIR396g* and *MIR396h* individually, as well as *MIR396e* and *MIR396f* together (see Figure S1b for the target sites). The vectors were separately transformed into Xiushui 134 (XS134), an elite *japonica* cultivar widely cultivated by farmers in south‐east China. From T1 to T3 generations, we identified 174 homologous mutant lines for *mir396s*, including *mir396a*,* mir396b*,* mir396c*,* mir396d*,* mir396g*,* mir396h*,* mir396ab*,* mir396ef*,* mir396aef*,* mir396abef* and *mir396acef* (line A1–A174, Data S1). We also crossed *mir396abef* with *mir396acef* and identified 3 *mir396abcef* plants in F2 generation (line A175–A177, Data S1). In addition, we obtained *mir396e* and *mir396f* plants from the F2 generation of a cross between *mir396ef* and the wild type (line A178–A184, Data S1).

**Figure 1:**
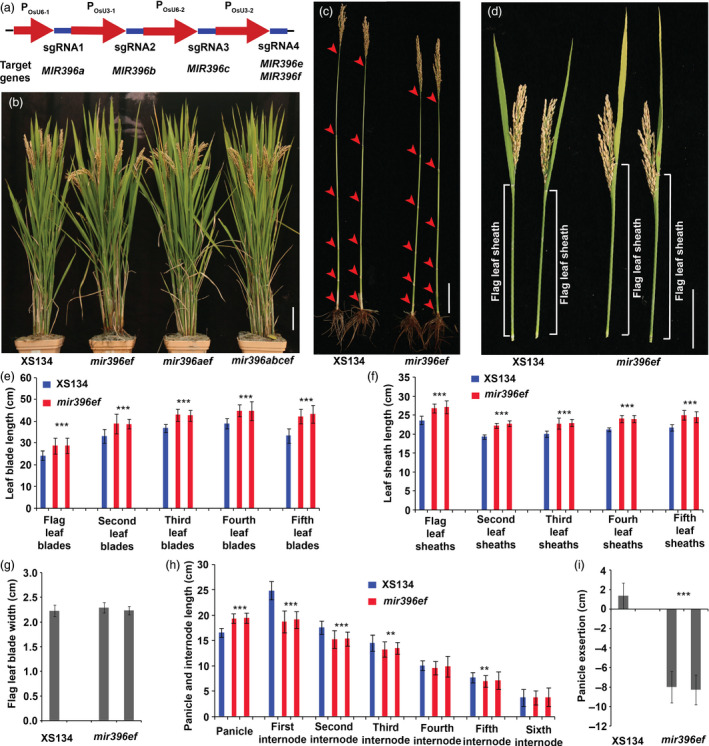
Shoot architecture analyses of the *mir396* mutants. (a) Strategy of vector construction for multiplex gene editing of *MIR396s*. Red arrows, promoters; violet‐blue boxes, sgRNA‐expressing sequences. (b) Wild‐type, *mir396ef*,* mir396aef* and *mir396abcef* plants at the mature stage. (c) Internode comparison between *mir396ef* and the wild type. Arrowheads, stem nodes. (d) Comparison of the flag leaf blades and sheaths between *mir396ef* and the wild type. (e) Leaf blade lengths of the wild type and *mir396ef* at the mature stage. (f) Leaf sheath lengths of the wild type and *mir396ef* at the mature stage. (g) Flag leaf blade widths of *mir396ef* and the wild type. (h) Lengths of panicles and internodes of wild‐type and *mir396ef* main tillers. (i) Quantification of the panicle exsertions from the flag leaf sheaths at the mature stage. Main tillers were used for the investigation. Each bar in the bar charts represents an independent line. Data are presented as means ± SD. *P* values (versus the wild type) were calculated with Student's *t*‐test. ***, *P *<* *0.001; **, *P *<* *0.01. Scale bars, 10 cm.

### *mir396ef* mutations increase leaf length but decrease the lengths of upper three internodes

Phenotypic analyses of the *mir396* mutants were conducted in the paddy fields of Hangzhou (China) and Hainan Island (China) under natural conditions. In the paddy field, the mutants including *mir396a*,* mir396b*,* mir396ab*,* mir396c*,* mir396d*,* mir396e*,* mir396f*,* mir396g* and non‐frame‐shift *mir396h* (*mir396h* with non‐frame‐shift mutations in *GRF1*) showed similar morphological phenotypes to the wild type during the entire life cycle. In contrast, the other mutants including *mir396ef*,* mir396aef*,* mir396abef*,* mir396acef* and *mir396abcef* showed apparent changes in shoot architecture when compared with the wild type (Figure 1b). At the mature stage in the paddy field, the panicles of *mir396ef* plants were obviously lower than those of the wild type, but its flag leaves were even higher than the wild type (Figure 1b). To explore this phenotypic difference in detail, we measured the lengths of the leaves and internodes at the seed‐filling stage. We found that all the leaf blades and sheaths in *mir396ef* were significantly longer than those in the wild type (Figure 1d–f), whereas no significant differences in the width of leaf blade were observed between *mir396ef* and the wild type (Figure 1g). Although the leaf length was remarkably increased, the upper three internodes in *mir396ef*, especially the uppermost internode (first internode), were significantly shorter than those in the wild type (Figure 1c, h), leading to a defect in panicle exsertion from the flag leaf sheath (Figure 1d, i). Thus, *mir396ef* mutations modulate shoot architecture by increasing the lengths of leaf blades and sheaths but decreasing the internode length. Higher‐order mutants, including *mir396aef*,* mir396abef*,* mir396acef* and *mir396abcef*, showed similar shoot architectures to *mir396ef* at the mature stage (Figure 1b).

*mir396ef* also displayed longer leaf blades and sheaths than the wild type during the seedling stage (Figure S2a–c). During this stage, *mir396ef* showed more robust growth than the wild type (Figure S2a). Higher‐order mutants, including *mir396aef*,* mir396abef*,* mir396acef* and *mir396abcef*, had similar morphological phenotypes to *mir396ef* during the seedling stage (Figure S2d). Neither miR396e nor miR396f (whose sequences differ from other miR396 members) was detected in *mir396ef* and *mir396abcef* seedling shoots by northern blot assays, consistent with complete disruption of *MIR396e* and *MIR396f* (Figure S3).

To further characterize the shortened internodes and lengthened leaves in *mir396ef*, we conducted histological analyses to compare the cell size between *mir396ef* and the wild type. Longitudinal sectioning analyses showed severely shortened cells in the uppermost internode of *mir396ef* (Figure S4a, b). Epidermal cells in the flag leaf blades and sheaths of *mir396ef* were slightly longer, but not wider, than those of the wild type (Figure S4c–h). Leaf cross sectioning revealed no obvious differences in cell size between *mir396ef* and the wild type (Figure S4i). These results indicate that cell elongation is slightly promoted in leaves but markedly suppressed in uppermost internode by *mir396ef* mutations.

Twelve *GRF* genes (*GRF1*–*GRF12*) have been identified in the rice genome, and among these twelve genes, eleven (*GRF1*–*GRF10* and *GRF12*) are targeted by miR396 (Choi *et al*., 2004; Kim and Tsukaya, 2015). Transcriptome analyses in the leaves (leaf blades and sheaths from 50‐day‐old plants) and developing uppermost internodes revealed that several miR396‐targeting *GRF* genes, especially *GRF3*, were up‐regulated by *mir396ef* mutations (Figure S5a, b). 

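*GRF3* (LOC_Os04g51190), which encodes a growth-regulating transcription factor, was higher in the developing uppermost internodes of *mir396ef* line A1 than in those of the wild type. Its expression was 47.8 FPKM (fragments per kilobase of exon, scaled to the number of reads mapped) in the wild type and 114 FPKM in *mir396ef*, a log2 ratio of 1.25, and the authors' deposited table gives it a q-value of 0.000832. *GRF3* lies on chromosome 4 of TIGR release 7 from 30317692 to 30321649. Of the 11 *GRF* genes targeted by miR396, *GRF3* was the only one past the thresholds of the deposited internode table, a ratio of at least 2 or at most 0.5 and a q-value under 0.05. Neither the table of line A1 leaves nor that of line A6 leaves listed a *GRF* gene, so none of them passed both thresholds there. For leaves of line A1, the paper's Data S2 gives *GRF3* at 21.8 FPKM in the wild type and 31.1 FPKM in *mir396ef* (log2 ratio 0.51, the paper's q-value 0.000276). *GRF4* (LOC_Os02g47280) stood at 3.87 and 5.78 FPKM in the paper's Data S2, and *GRF10* (LOC_Os02g45570) at 2.83 and 4.31 FPKM in the paper's Data S3 on internodes. The first 1997 of the 22607 rows of Data S2 and the first 1998 of the 20294 rows of Data S3 were used here, so the other *GRF* genes were not read below the thresholds. The paper's list of supplements gives line A6 for Data S3, while the heading and columns of its sheet give line A1. Each FPKM is the authors' value for a group of 3 biological repeats, and the spread between repeats is unknown.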

Among the miR396‐targeting *GRFs*,* GRF3* showed the highest expression level in both wild‐type and *mir396ef* leaves and developing uppermost internodes, and was up‐regulated by *mir396ef* mutations more intensely than most other *GRF* genes (Figure S5a, b), suggesting that *GRF3* is involved in the changed elongations of leaves and internodes in *mir396ef*.

### *mir396ef* mutations increase the sizes of grains and panicles

The grains of *mir396ef* were obviously larger than those of the wild type (Figure 2a), and the grain length, width and thickness were significantly increased by *mir396ef* mutations (Figure 2c–e). The 1000‐grain weight was increased by about 40% by *mir396ef* mutations (Figure 2f). Both *mir396abef* and *mir396acef* seeds were similar in size to *mir396ef* seeds (Figure 2f). *mir396abcef* seeds were much larger than those of *mir396ef* (Figure S6a–e). However, the seed setting rate was much lower for *mir396abcef* than for *mir396ef* and the wild type (Figure S6f). As we did not observe obviously impaired fertility in *mir396a*,* mir396b*,* mir396c* and *mir396ab* when compared with the wild type, the severely decreased seed setting rate in *mir396abcef* suggests that the five *MIR396* genes (*MIR396a*,* MIR396b*,* MIR396c*,* MIR396e* and *MIR396f*) function redundantly in affecting fertility. Seeds of the single mutants (*mir396a* to *mir396h*) and *mir396ab* showed similar sizes to wild‐type seeds. Consistent with the enlarged grain size in *mir396ef*, scanning electron microscopy revealed that the epidermal cells of *mir396ef* spikelet hulls were longer and wider than those of the wild type (Figure S7c–e). Cross sectioning also showed that *mir396ef* spikelet hulls had obviously enlarged cells (Figure S7a, b).

**Figure 2:**
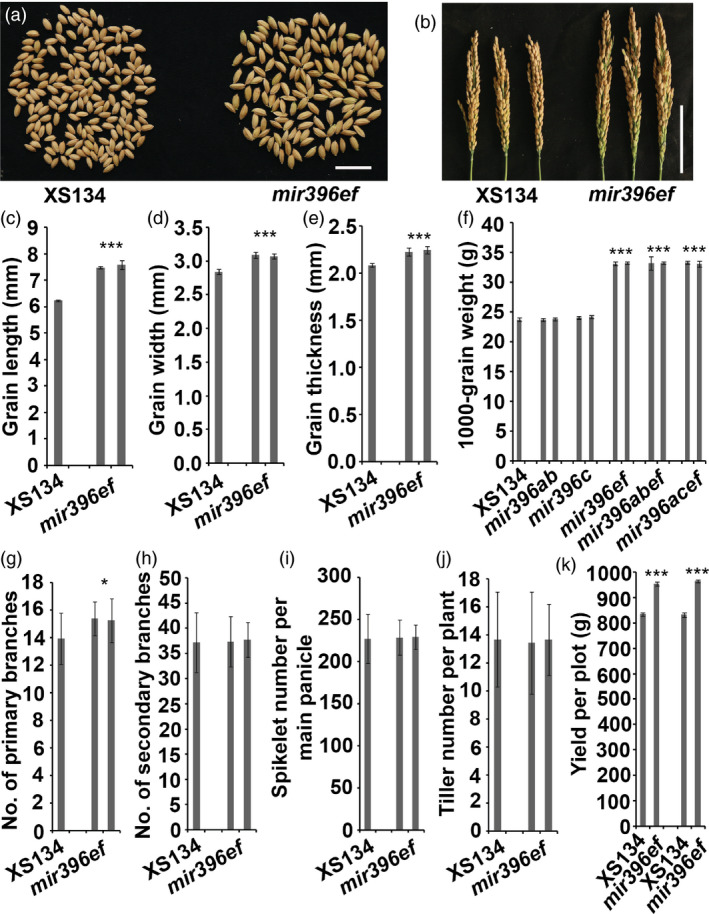
*mir396ef* mutations increased the size of grains and panicles. (a) Grains of *mir396ef* and the wild type. Scale bar, 2 cm. (b) Panicles of wild‐type and *mir396ef* main tillers. Scale bar, 10 cm. (c–e) Grain lengths (c), widths (d) and thicknesses (e) of *mir396ef* and the wild type. (f) 1000‐grain weights of *mir396ab*,* mir396c*,* mir396ef*,* mir396abef*,* mir396acef* and the wild type. (g and h) Numbers of primary (g) and secondary (h) branches per main panicle. (i) Spikelet numbers per main panicle of the wild type and *mir396ef*. (j) Tiller numbers of the wild type and *mir396ef*. (k) Grain yield per plot (90 × 60 cm) in Hainan. Two independent lines of every mutant were compared with the wild type. Data are presented as means ± SD. *P* values (versus the wild type) were calculated with Student's *t*‐test. ***, *P *<* *0.001; *, *P *<* *0.05.

The panicles of *mir396ef* were obviously longer and larger than the wild type (Figures 1h and 2b). Therefore, we compared the agronomic characteristics of the panicles between *mir396ef* and the wild type. We found that the primary branch number per main panicle in *mir396ef* was slightly larger than that in the wild type (Figure 2g), whereas the numbers of spikelets and secondary branches per main panicle were not significantly different between *mir396ef* and the wild type (Figure 2h, i). Therefore, the enlarged panicles in *mir396ef* accommodated enlarged grains rather than more grains. Higher‐order mutants, including *mir396aef*,* mir396abef*,* mir396acef* and *mir396abcef*, had similar panicle morphologies to *mir396ef*. Although enlarged grains and panicles were observed in *mir396ef*, tiller number per plant was not significantly affected by *mir396ef* mutations (Figure 2j).

The above results indicate that *MIR396e* and *MIR396f* are the main regulators of rice growth and development among the *MIR396* family genes. Next, using real‐time RT‐PCR, we analysed the expressions of *MIR396e* and *MIR396f* in 20‐day‐old seedlings, flag leaves, young panicles (about 3 cm), uppermost internodes and developing spikelets, and found that *MIR396e* and *MIR396f* were expressed most highly in young panicle and seedling shoot, respectively (Figure S8a, b).

### *mir396ef* mutations increase rice productivity

The above results suggest that *mir396ef* mutants could be a valuable resource for improving rice productivity. Therefore, we conducted paddy field plot yield test to evaluate the productivity of *mir396ef*. In Hainan, two independent *mir396ef* lines showed about 14% and 16% increases in grain yield, respectively (Figure 2k). However, we did not observe increased grain yields for *mir396ef* in Hangzhou (Figure S9a). Further investigation revealed bad seed filling and low fertility in the enclosed part of *mir396ef* panicles in Hangzhou (Figure S9b), suggesting that the panicle exsertion defect affected the seed filling and fertility in *mir396ef*.

### *mir396ef* mutations promote leaf elongation through the GA pathway

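RNA sequencing was used to compare leaves of the wild type, the *japonica* cultivar Xiushui 134 (XS134), with leaves of the independent *mir396ef* lines A1 and A6, whose *MIR396e* and *MIR396f* genes had been mutated by CRISPR/Cas9. Each of these 3 groups held 3 biological repeats. The paper describes the material as blades and sheaths from plants of 50 days, while the sample labels describe it as shoots of seedlings of 20 days. RNA was extracted with the RNAprep pure Plant kit, and stranded mRNA libraries were sequenced on an Illumina HiSeq instrument. The authors removed low-quality and adapter-containing reads and aligned the rest to TIGR release 7 with HISAT2 at default parameters. They then computed FPKM with Cufflinks, given as version 2.2.1 in the submitters' processing notes, and compared each line with the wild type with Cuffdiff. The deposited tables hold 1386 DEGs for line A1 and 2794 for line A6, each with 1 FPKM per group, a log2 ratio, a p-value and a q-value. All 1386 DEGs of line A1 carry the FPKM and q-values of Data S4, and the 1998 rows of Data S6 used here carry those of line A6, within a relative difference of 0.0001. The number of genes tested was 22608 for line A1 and 23651 for line A6, obtained from the ratio of p-value to q-value in the authors' deposited table. Log2 ratios were recomputed from the FPKM and differed from those in the authors' deposited table by at most 1.21e-05 in line A1 and 0.0693 in line A6. The tables hold no value for a single repeat, so the sequencing depth and the spread between repeats are unknown and no test across repeats was run. Of the genes they list, no description names a *MIR396* gene, so the edits themselves were not read from these values. Gene groups were 29 lists fixed before the deposited tables were examined, and some of them hold genes that the paper names. The first rows of the paper's supplementary tables and its Table S1 had been seen when the rule for naming genes from these lists was written. The direction of a list was tested with a two-sided Fisher's exact test against all other DEGs of the same comparison. These p-values were adjusted by the Benjamini-Hochberg method over 47 tests, and genes are not independent replicates. Both lines were compared with the same wild-type libraries. Gene by gene, the wild-type FPKM in the line A6 table was a median of 1.012 times that in the line A1 table. This was taken over 565 shared DEGs, of which 564 lay within 2% of that ratio.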

To explore the mechanism underlying the lengthened leaf blades and sheaths in *mir396ef*, we analysed the transcriptomes of leaves (including leaf blades and sheaths) from 50‐day‐old plants (Data S2 and S3). 

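In leaves of line A1, DEGs of receptor-like kinases and NB-ARC proteins, which take part in sensing pathogens, were mostly higher than in the wild type. DEGs of lipid metabolism and of ribosomal proteins were mostly lower. Of the 35 receptor-like kinase and NB-ARC DEGs, 32 were higher in *mir396ef* and 3 were lower, against 63% higher among all DEGs of the line (two-sided Fisher's exact test, adjusted p = 0.00196). The wall-associated kinase OsWAK105 (LOC_Os10g06140) stood at 1.39 FPKM in the wild type and 6.03 FPKM in *mir396ef*. All 13 ribosomal protein DEGs were lower (adjusted p = 3.48e-05 from Fisher's exact test), among them ribosomal protein L6 (LOC_Os03g54040) at 47.3 FPKM in the wild type and 17 FPKM in *mir396ef*. Of the 61 lipid metabolism DEGs, 42 were lower and 19 were higher (adjusted p = 1.96e-05 from Fisher's exact test). The kinds of lipid gene described next were chosen after their values were seen. Glycerol-3-phosphate acyltransferases, which make glycerolipids and cutin precursors, had 5 lower and 0 higher DEGs, and 3-ketoacyl-CoA synthases, which elongate very-long-chain fatty acids, had 5 lower and 1 higher. WAX2 genes, named for a role in cuticular wax, had 3 lower and 1 higher DEGs, GDSL-like lipases 11 lower and 2 higher, and lipid transfer proteins 13 lower and 4 higher. Most of the 19 higher lipid DEGs were of other kinds. The acyltransferase LOC_Os01g22560 fell from 10.5 to 0.174 FPKM (log2 ratio -5.92, or -3.30 with 1 FPKM added to both groups), and the 3-ketoacyl-CoA synthase LOC_Os03g26530 from 24.4 to 1.4 FPKM (log2 ratio -4.12). Both genes were also lower in line A6 leaves, with log2 ratios of -2.26 and -1.94. Of 17 lipid DEGs shared by the leaf lines, 7 were lower in both and 6 higher in both. The WAX2 gene LOC_Os09g25850 fell from 64.5 to 7.08 FPKM, and the abundant lipid transfer protein LTPL7 (LOC_Os11g02369) from 3505 to 515 FPKM. Of the lipid DEGs, 17 also stand on the seed storage list, which had 9 higher and 15 lower DEGs (adjusted p = 0.0661 from Fisher's exact test). The defence and pathogenesis-related list had 30 higher and 7 lower DEGs, a direction that did not pass (Fisher's exact test, adjusted p = 0.0862). WRKY8 (LOC_Os05g50610), a member of a family of defence-related transcription factors, stood at 1.08 FPKM in the wild type and 13.7 FPKM in *mir396ef*. MYB, NAC, AP2 and bHLH transcription factors had 34 higher and 9 lower DEGs (adjusted p = 0.12), and auxin genes 6 higher and 12 lower (adjusted p = 0.0535), from Fisher's exact test. Cell wall genes had 14 higher and 9 lower DEGs, carbohydrate metabolism 29 and 22, cytochrome P450s 22 and 18, peroxidases 9 and 8, and transporters 26 and 10. Transposon-annotated genes had 26 higher and 20 lower DEGs and anther and pollen markers 6 and 5, and adjusted p over these lists lay between 0.543 and 0.848 from Fisher's exact test. Lists with fewer than 5 DEGs were not tested: phytocassane cluster genes (4 higher, 0 lower), jasmonate genes (3 and 0), heat shock genes (3 and 0), mevalonate and early isoprenoid enzymes (1 and 0), photosynthesis (0 and 1) and histones and cell cycle (1 and 3). Genes of the momilactone cluster, the circadian clock and flowering had 0 DEGs. The largest ratios among genes with at least 1 FPKM in both groups included leucoanthocyanidin dioxygenase (LOC_Os03g18030), an enzyme of anthocyanin synthesis, at 6.16 and 56.3 FPKM, and a glycine-rich protein (LOC_Os06g21270) at 114 and 4.16 FPKM in the wild type and *mir396ef*. The median fold was 2.46 among higher and 2.65 among lower DEGs, and the DEGs made up 6.13% of the genes tested.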

One thousand three hundred and eighty‐six differentially expressed genes (DEGs) were identified in the leaves of an *mir396ef* line (line A1) compared to the wild type (ratio ≥2 or ≤0.5, and false discovery rate (FDR) <0.05), including 873 up‐regulated and 513 down‐regulated genes (Data S4). 

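Transcripts of enzymes that inactivate GA, and of putative GA receptors, were more abundant in leaves of line A1 than in the wild type. *GA2ox7* (LOC_Os01g11150), encoding a GA 2-oxidase and lying on chromosome 1 from 5968818 to 5972489, rose from 1.62 to 6.78 FPKM, a log2 ratio of 2.07. *GA2ox9* (LOC_Os02g41954) rose from 5.78 to 23.6 FPKM (log2 ratio 2.03), *GA2ox8* (LOC_Os05g48700) from 0.951 to 2.31 FPKM (1.28) and *GA2ox6* (LOC_Os04g44150) from 0.565 to 1.18 FPKM (1.06). The putative receptor gene *GID1L2* (LOC_Os03g57640), on chromosome 3 from 32851424 to 32852782, rose from 6.98 to 23.5 FPKM, a log2 ratio of 1.75. *GID1L3* (LOC_Os07g34370), on chromosome 7 from 20596751 to 20600204, rose from 0.795 to 6.02 FPKM, a log2 ratio of 2.92. The putative GA oxidase gene LOC_Os08g44590 rose from 1.91 to 4.17 FPKM (log2 ratio 1.12). The authors' deposited table gives a q-value of 0.00372 for *GA2ox6* and of 0.000276 for the other genes named here. Among DEGs whose description names gibberellin, 7 were higher and 1 was lower, a direction not distinguishable from that of all DEGs of the line (two-sided Fisher's exact test, adjusted p = 0.541). *GA2ox6* and *GA2ox8* were expressed at low levels, and with 1 FPKM added to both groups their log2 ratios were 0.48 and 0.76.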

Among the DEGs, a putative GA oxidase gene (LOC_Os08g44590, putative *GA20ox7*), two putative GA receptor genes (designated *GID1L2* and *GID1L3* here) and four GA‐deactivating genes (four *gibberellin 2‐oxidase* family genes including *GA2ox6, GA2ox7, GA2ox8* and *GA2ox9*; Lo *et al*., 2008) were markedly up‐regulated in *mir396ef* (Data S4 and S5). We also compared the expression profiles of all the detected GA biosynthetic, signalling, deactivating and response genes between wild‐type and *mir396ef* (line A1) leaves, and found that most GA‐deactivating and response genes were up‐regulated by *mir396ef* mutations (Data S5 and Figure S10). 

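The DEGs of line A1 include 8 of the 73 genes in the paper's Data S5, of which 7 were higher and 1 was lower in *mir396ef*. They comprise 4 GA-deactivating genes, 2 GA signalling genes and 1 putative GA oxidase gene, all higher, and the GA response gene LOC_Os09g24840, which was lower. This last gene, at 7.15 FPKM in the wild type and 3 FPKM in *mir396ef*, was chosen after its values were seen. The smaller changes come from the paper's Data S5. There, 10 of 10 GA-deactivating genes had a higher FPKM in *mir396ef*, 9 of them at the paper's q-value under 0.05, with a median log2 ratio of 0.90. Besides the DEGs, these were *GA2ox1* (the paper's log2 ratio 0.94), *GA2ox3* (0.87), *HOX12* (0.76), *GA2ox10* (0.49), *GA2ox11* (0.38) and, without passing the paper's test, *GA2ox4* (0.07). Of 15 GA-stimulated or response genes, 12 had a higher FPKM, with a median log2 ratio of 0.21, and 5 were higher and 2 lower at the paper's q-value under 0.05. GA signalling genes went both ways, with 15 higher and 11 lower at that q-value among 36. The DELLA repressor gene *SLR1* stood at 138 FPKM in the wild type and 135 FPKM in *mir396ef* in the paper's Data S5, and *SPY*, another negative regulator, at 30.3 and 31 FPKM. The genes and their groups are the authors', described by the paper as all GA genes of these kinds that were detected. No test of these counts was run.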

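Of the GA-deactivating genes, *GA2ox1*, *GA2ox3*, *GA2ox7*, *GA2ox8* and *EUI* rose past the thresholds for DEGs in leaves of line A6, as did the putative GA receptor genes *GID1L2* and *GID1L3*. *GA2ox3* (LOC_Os01g55240), on chromosome 1 from 31795104 to 31797643, rose from 14.9 to 59.6 FPKM (log2 ratio 2.00), and *GA2ox7* from 1.63 to 15.3 FPKM (3.23). *GA2ox1* (LOC_Os05g06670) rose from 0.498 to 1.98 FPKM (log2 ratio 1.99) and *GA2ox8* from 0.962 to 2.39 FPKM (1.31). *EUI* (LOC_Os05g40384), named *EUI1* in the paper's text and added after its values were seen, rose from 0.734 to 1.93 FPKM (log2 ratio 1.39). *GID1L2* rose from 7.06 to 15 FPKM (log2 ratio 1.09), *GID1L3* from 0.804 to 1.94 FPKM (1.27) and the putative *GA20ox7* from 1.93 to 6.46 FPKM (1.74). The authors' deposited table gives each of these 8 genes a q-value of 0.00015. In the paper's Data S7, 9 of 11 GA-deactivating genes had a higher FPKM in line A6, with 7 higher and 1 lower at the paper's q-value under 0.05. Besides the DEGs, the higher genes include *GA2ox9* (the paper's log2 ratio 0.88) and *GA2ox6* (0.76), while *GA2ox10*, *GA2ox11* and *GA2ox4* (0.17, 0.18 and -0.43) did not pass the paper's test and *HOX12* was lower (-0.58). These genes and their groups are the authors' too, and no test of the tally was run. The DEGs of line A6 include 14 higher and 5 lower genes of the 78 in Data S7, among them 7 higher and 4 lower of 40 GA signalling genes. The annotated GA receptor gene LOC_Os09g28620 fell from 6.88 to 1.9 FPKM (log2 ratio -1.85). The other lower signalling genes, chosen after their values were seen, were LOC_Os09g28630, LOC_Os09g28640 and LOC_Os07g44900, with the paper's log2 ratios of -1.33, -1.56 and -1.37. Of all signalling genes in Data S7, 17 were higher and 12 lower at the paper's q-value under 0.05. *SLR1*, which encodes a repressor of GA responses, stood at 140 FPKM in the wild type and 180 FPKM in line A6 in the paper's Data S7 (the paper's log2 ratio 0.36, q-value 0.00015), and *SPY* at 30.7 and 27.7 FPKM without passing the paper's test. Among DEGs whose description names gibberellin, 13 were higher and 5 were lower (two-sided Fisher's exact test, adjusted p = 0.693). Line A6 had 2163 higher and 631 lower DEGs, so that 77.4% were higher. Its DEGs made up 11.8% of the genes tested, and the median fold was 2.59 among higher and 2.37 among lower DEGs. The 2 lines shared 574 DEGs, of which 430 were higher in both and 95 lower in both, 91.5% in the same direction (Wilson 95% interval 88.9 to 93.5%). Independent lists would share 171 DEGs, with 83.5 higher in both and 14.3 lower in both. Unchanged groups simulated against shared controls, at the largest p-value of each list, shared 67.9 genes, 100% of them in the same direction. With thresholds set to give lists of the deposited sizes, an alternative chosen after seeing the data, they shared 434 genes, 99.7% in the same direction. These thresholds let through p-values above the largest Cuffdiff p-value of any DEG, 0.0167 in line A1 and 0.0287 in line A6. The 67.9 genes in turn take the Cuffdiff p-values as exact, and the 434 could apply if those p-values were too small. Neither could be checked, since the spread between repeats is unknown. Neither number therefore measures how much of the overlap the shared libraries could give. Neither simulation applied the ratio threshold. Part of the overlap and of the shared direction may come from the shared wild-type libraries. With 1 FPKM added to both groups, the log2 ratios of the weakly expressed *GA2ox1*, *GA2ox8*, *EUI* and *GID1L3* in line A6 were 0.99, 0.79, 0.76 and 0.70.
Other groups of genes moved in line A6 as well. Of 44 peroxidase DEGs, enzymes that act on cell walls and reactive oxygen, 42 were higher (adjusted p = 0.0116 from Fisher's exact test), and of 63 cell wall DEGs 58 were higher (adjusted p = 0.0198). The peroxidase LOC_Os12g02060 rose from 0.16 to 2.4 FPKM and the laccase LOC_Os02g51440, an enzyme linked to lignin, from 0.0628 to 2.88 FPKM. MYB, NAC, AP2 and bHLH transcription factors had 79 higher and 10 lower DEGs (adjusted p = 0.044 from Fisher's exact test). Photosynthesis genes were mostly lower, with 12 lower and 2 higher DEGs (adjusted p = 2.19e-05 from Fisher's exact test). A gene for the small chain of ribulose bisphosphate carboxylase (LOC_Os12g17600), which fixes carbon dioxide, fell from 6269 to 2122 FPKM. All 6 ribosomal protein DEGs were lower (adjusted p = 0.00153), and anther and pollen markers had 3 higher and 6 lower DEGs (adjusted p = 0.0302), from Fisher's exact test. Transposon-annotated genes had 57 higher and 37 lower DEGs, a smaller share higher than among other DEGs (adjusted p = 0.00196 from Fisher's exact test). With a ratio of at least 4 or at most 0.25, the direction of the cell wall, peroxidase, transposon and transcription factor lists no longer passed the test. The photosynthesis, ribosomal protein, and anther and pollen lists could not be tested at that ratio, with 0, 1 and 0 DEGs left. Lists that did not pass were defence (54 higher, 9 lower), receptor-like kinases and NB-ARC proteins (67 and 12), lipid metabolism (61 and 15), carbohydrate metabolism (94 and 19), cytochrome P450s (42 and 13), transporters (82 and 14) and auxin (21 and 3). The same held for seed storage (33 and 5), heat shock (11 and 1), jasmonate (7 and 0) and phytocassane cluster genes (5 and 2), and adjusted p over all these lists lay between 0.182 and 0.871 from Fisher's exact test. CHIT4 (LOC_Os03g30470), a chitinase of the defence list, rose from 4.05 to 28 FPKM. The remaining lists had too few DEGs to test, with 1 lower mevalonate and early isoprenoid enzyme, 1 higher gene of histones and cell cycle, and 0 genes of the momilactone cluster, the circadian clock and flowering. By list, the DEGs shared by the lines went the same way in 20 of 20 receptor-like kinase and NB-ARC genes, 7 of 7 peroxidases, 4 of 4 ribosomal proteins and 5 of 5 annotated gibberellin genes. They did so in 14 of 17 defence genes, 13 of 17 lipid metabolism genes, 8 of 11 cytochrome P450s, 3 of 5 auxin genes and 2 of 6 seed storage genes, and in the simulated unchanged groups nearly all shared genes went the same way.

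**Figure D1:**
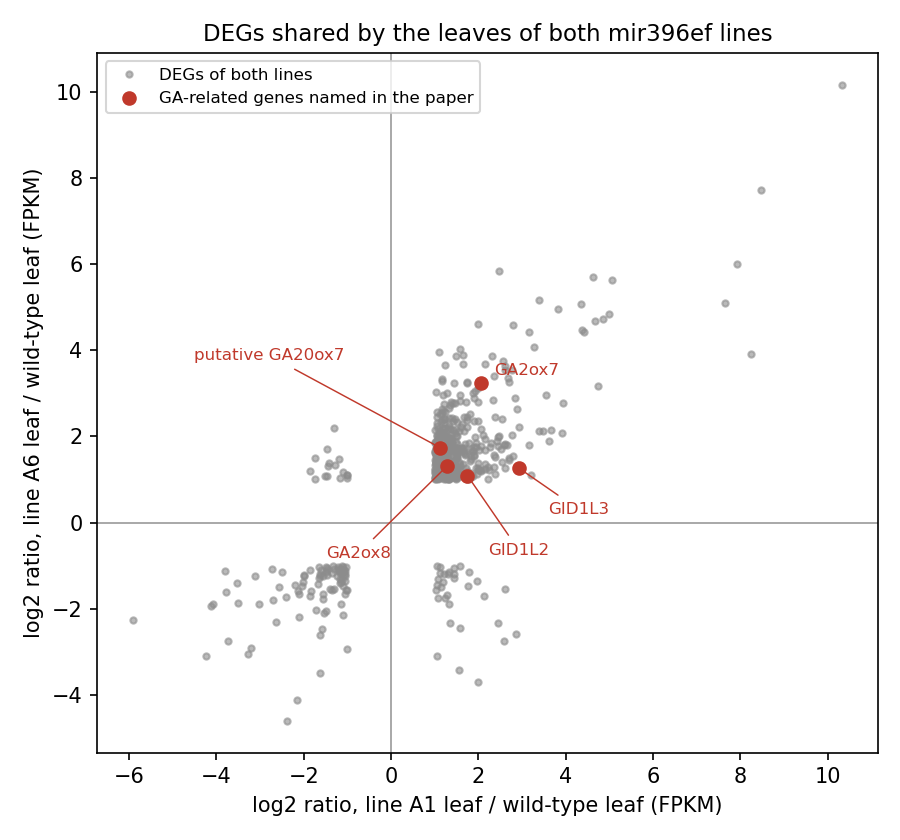
Log2 ratio of *mir396ef* to wild-type leaf FPKM in line A1 (horizontal axis) and line A6 (vertical axis) for the DEGs shared by the lines, without those listed at 0 FPKM. Each point is 1 gene, and the labelled GA-related genes in red lie in the upper right part, with *GA2ox7* at 2.07 and 3.23.

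**Figure D2:**
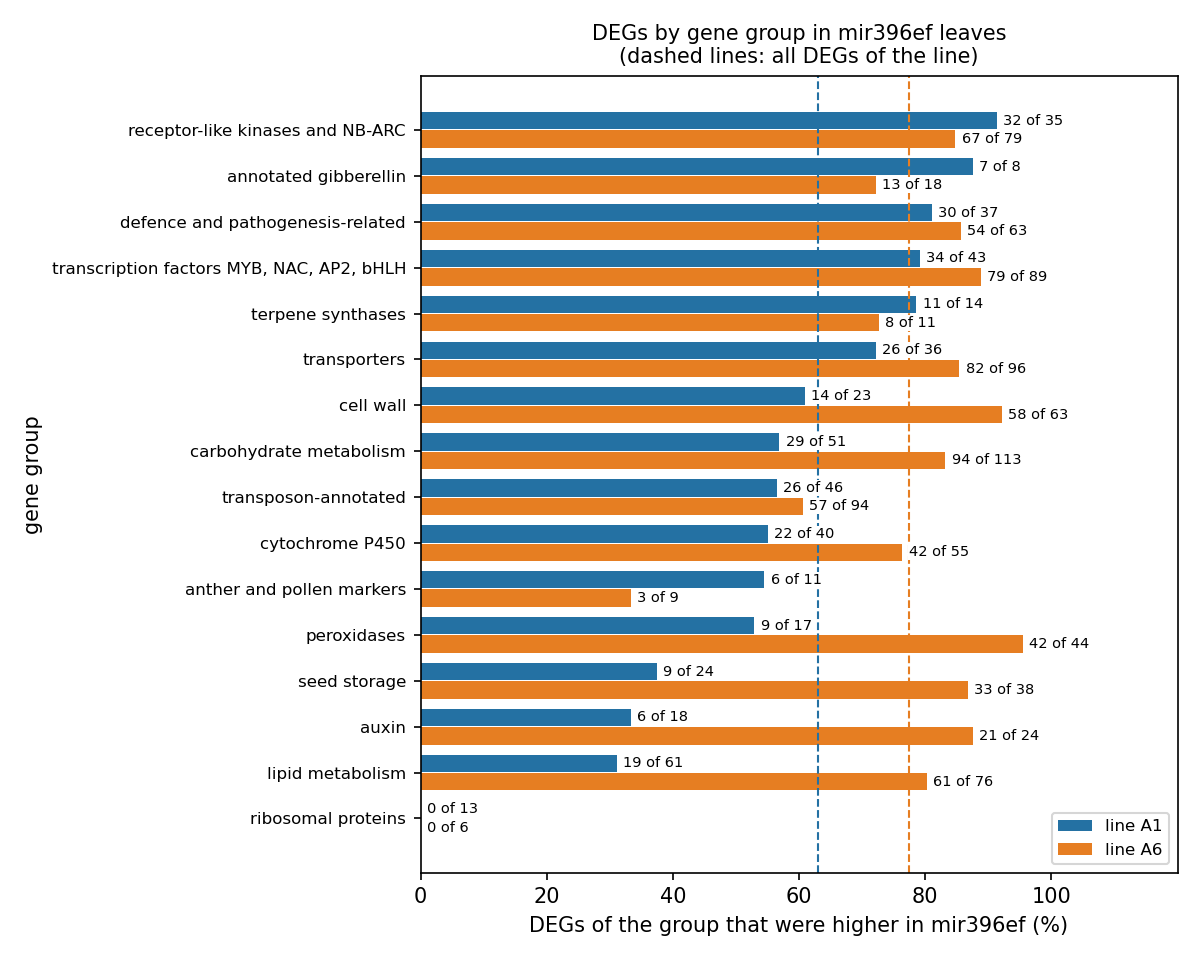
Percent of the DEGs of each gene group that were higher in *mir396ef* leaves, with bars for line A1 and line A6 and dashed lines at 63% and 77.4% for all DEGs of each line. Ribosomal protein DEGs stand at 0% in both lines, and lipid metabolism DEGs at 19 of 61 in line A1 and 61 of 76 in line A6.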

Transcriptome analysis with another independent *mir396ef* line (line A6) was also conducted, and the GA‐related DEGs (ratio ≥2 or ≤0.5, and FDR <0.05), including *GID1L2*,* GID1L3*, putative *GA20ox7*,* GA2ox1*,* GA2ox3*,* GA2ox7* and *GA2ox8*, also showed markedly increased expression in line A6 *mir396ef* leaves compared to the wild type (Data S6 and S7). We further confirmed these findings using real‐time RT‐PCR (Figure 3a).

**Figure 3:**
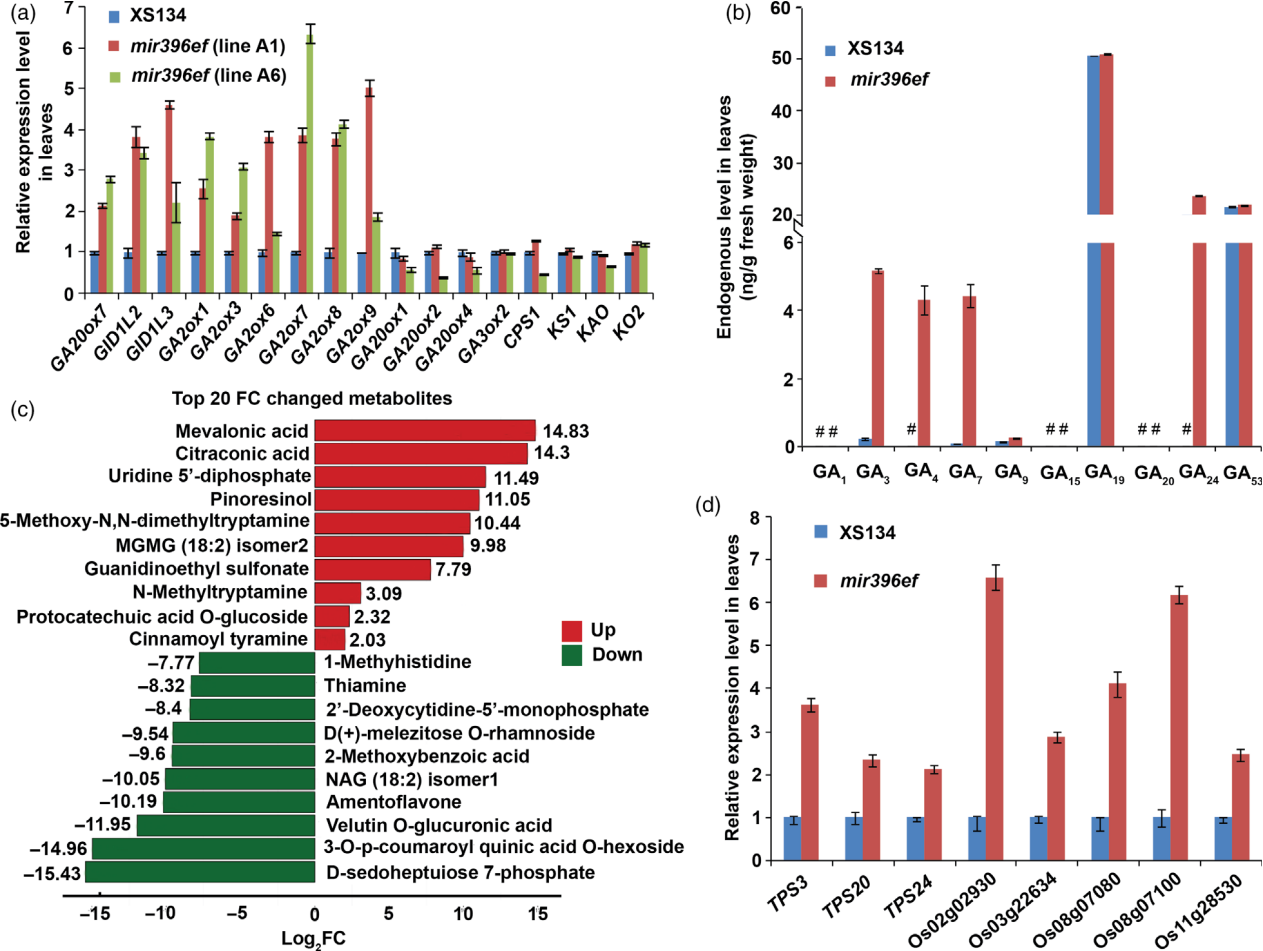
*mir396ef* mutations promote leaf elongation through the GA pathway. (a) Relative expression levels of GA‐related genes in *mir396ef* and wild‐type leaves. Two independent lines of *mir396ef* (line A1 and line A6) were used for the expression analyses. (b) Endogenous GA levels in *mir396ef* and wild‐type leaves. #, undetectable GAs. (c) The top 20 most markedly changed metabolites between *mir396ef* and wild‐type leaves. FC, fold change (*mir396ef*/XS134). (d) Relative expression levels of several *TPS* genes in *mir396ef* and wild‐type leaves. The leaves were sampled from 50‐day‐old plants in Hangzhou paddy field. Three independent biological replicates were performed, and error bars indicate standard deviation.

Next, we measured GA levels in the leaves of 50‐day‐old plants through a high‐performance liquid chromatography‐mass spectrometry (HPLC‐MS) method. In contrast to the increased expression of the GA‐deactivating *GA2ox* genes in *mir396ef* leaves, much higher levels of the bioactive GAs including GA_3_, GA_4_ and GA_7_, as well as a bioactive GA precursor GA_24_, were observed in *mir396ef* compared with the wild type (*P *<* *0.001; Figure 3b). Thus, we speculated that the increased expression of *GA2ox* genes in *mir396ef* leaves may be a response to the increased GA levels. One of the most significant roles of GAs in plants is to promote organ elongation (Rizza *et al*., 2017). Therefore, the above results suggest that *mir396ef* mutations promote leaf elongation by increasing GA levels.

To explain the increased GA levels, we first examined the expression of the key genes in GA biosynthetic pathway, including *GA20oxs* (*GA20ox1*,* GA20ox2*,* GA20ox3* and *GA20ox4*), *GA3oxs* (*GA3ox1* and *GA3ox2*), *CPS1*,* KS1*,* KO2* and *KAO*. In GA biosynthetic pathway, GA20oxs and GA3oxs catalyse multiple late steps, whereas CPS1, KS1, KO2 and KAO catalyse four early steps (Sakamoto *et al*., 2004). The expression of *GA3ox1* and *GA20ox3* was not detected in the leaves of 50‐day‐old wild‐type and *mir396ef* plants, and the expression of other key GA biosynthetic genes did not show substantial differences between *mir396ef* and the wild type in both transcriptome and real‐time RT‐PCR analyses (Figure 3a, Data S5 and S7). 

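Among the key GA biosynthetic genes, *GA20ox2* (LOC_Os01g66100, also known as *SD1*) was lower in leaves of line A6. It encodes a GA 20-oxidase, lies on chromosome 1 from 38382381 to 38385504, and fell from 22.5 to 10.8 FPKM, a log2 ratio of -1.06. It was the only key biosynthetic gene among the DEGs of line A6, and the DEGs of line A1 held 0 of them. The paper's Data S5 gives *GA20ox2* a log2 ratio of 0.11 in line A1, at the paper's q-value of 0.402. For the other genes the values are the paper's. In line A1, *CPS1* had a log2 ratio of 0.29 (the paper's q-value 0.0181) and *GA20ox1* of -0.42 (0.00352), and *KS1*, *KO2*, *KAO* and *GA3ox2* had log2 ratios between -0.19 and 0.11. In line A6, the paper's Data S7 gives log2 ratios of -0.94 for *CPS1*, -0.84 for *GA20ox1* and -0.74 for *GA20ox4*, each at the paper's q-value under 0.05, and 0.34 for *KO2*. *KS1*, *KAO* and *GA3ox2* had log2 ratios of -0.03, -0.17 and -0.28 there and did not pass the paper's test. The median log2 ratio in the paper's tables was 0.03 over 7 biosynthetic genes in line A1 and -0.51 over 8 in line A6. Whether the lines differ was not tested, since no spread is known.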

The results suggest that the increased GA levels in *mir396ef* leaves do not arise from altered expression of GA biosynthetic genes.

Next, the leaf metabolome of 50‐day‐old *mir396ef* was compared with the wild type using a HPLC‐MS method which could detect 609 metabolites (Data S8). Through this assay, we detected 37 up‐regulated and 26 down‐regulated metabolites in *mir396ef* compared to the wild type (fold change (FC) ≥2 or ≤0.5, and variable importance in projection (VIP) ≥1; Data S9). Interestingly, among the 37 up‐regulated metabolites, mevalonic acid (MVA) showed the highest increased level in *mir396ef* mutants, increasing by about 29 000‐fold (log_2_FC = 14.83; FC, *mir396ef*/XS134) (Figure 3c). MVA is a precursor of the terpenoids, which constitute a large class of naturally occurring compounds in plants, including GAs and abscisic acid (ABA; Okada, 2011; Ruiz‐Sola *et al*., 2016). *Terpene Synthase* (*TPS*) family genes are responsible for the syntheses of many kinds of terpenoids (Falara *et al*., 2011). Consistent with the increased MVA level, the above transcriptome analyses also revealed significantly increased expression of *TPS*s in *mir396ef* leaves (Data S4 and S6). Among the DEGs (ratio ≥2 or ≤0.5, and FDR <0.05) identified in the above transcriptome analyses, 14 and 11 *TPSs* were found to be markedly up‐regulated in line A1 and line A6 *mir396ef* leaves, respectively (Table S1). 

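Most terpene synthase DEGs were higher in *mir396ef* leaves, and a few were lower. In line A1, 11 of the 14 *TPS* genes of Table S1 were higher than in the wild type and 3 were lower, and in line A6 8 of 11 were higher and 3 were lower. *TPS3* (LOC_Os08g04500), on chromosome 8 from 2210020 to 2213896, was the most abundant in line A1 and rose from 25.1 to 92.1 FPKM (log2 ratio 1.87). LOC_Os02g02930 rose from 1.86 to 12.9 FPKM in line A1 (log2 ratio 2.79) and from 1.88 to 5.5 FPKM in line A6 (1.55). *TPS20* (LOC_Os04g27340) rose from 0.537 to 1.09 FPKM in line A1 and from 0.543 to 4.43 FPKM in line A6, and *TPS24* (LOC_Os04g27790) from 2.05 to 4.33 FPKM in line A1. In line A6, LOC_Os04g27190 rose from 29.1 to 126 FPKM (log2 ratio 2.11) and LOC_Os11g28530 from 1.98 to 11.7 FPKM (2.56). LOC_Os04g01810 was listed at 0 in the wild type and at 0.757 FPKM in line A6. In line A1, LOC_Os03g22620 fell from 10.3 to 2.84 FPKM (log2 ratio -1.86) and LOC_Os02g26014 from 0.543 to 0.223 FPKM (-1.28). LOC_Os04g27430 was lower in both lines, with log2 ratios of -2.39 and -4.60, and LOC_Os02g36220 was lower in line A6 (-1.76). Of 7 *TPS* genes that were DEGs in both lines, 5 were higher in both, and LOC_Os10g34790 had a log2 ratio of 1.24 in line A1 and -1.74 in line A6. The share of higher genes on the terpene synthase list was not distinguishable from that of all DEGs in either line (two-sided Fisher's exact test, adjusted p = 0.541 in line A1 and 0.751 in line A6). *TPS* genes form a family of related sequences, and whether reads shared between them affect their values was not examined here. With 1 FPKM added to both groups, the log2 ratio of *TPS20* was 0.44 in line A1 and 1.81 in line A6, that of LOC_Os10g34790 0.54 and -0.39, and that of LOC_Os08g07100 in line A6 2.75. Those of the lower genes were -0.34 for LOC_Os02g26014 and -0.99 for LOC_Os04g27430 in line A1, and -1.30 for LOC_Os04g27430 and -0.66 for LOC_Os02g36220 in line A6. From the raised level of mevalonic acid that it measured in *mir396ef* leaves and the part that TPS enzymes have in making terpenoids, the paper proposes that the higher *TPS* expression may be a response to the higher mevalonic acid level.

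**Figure D3:**
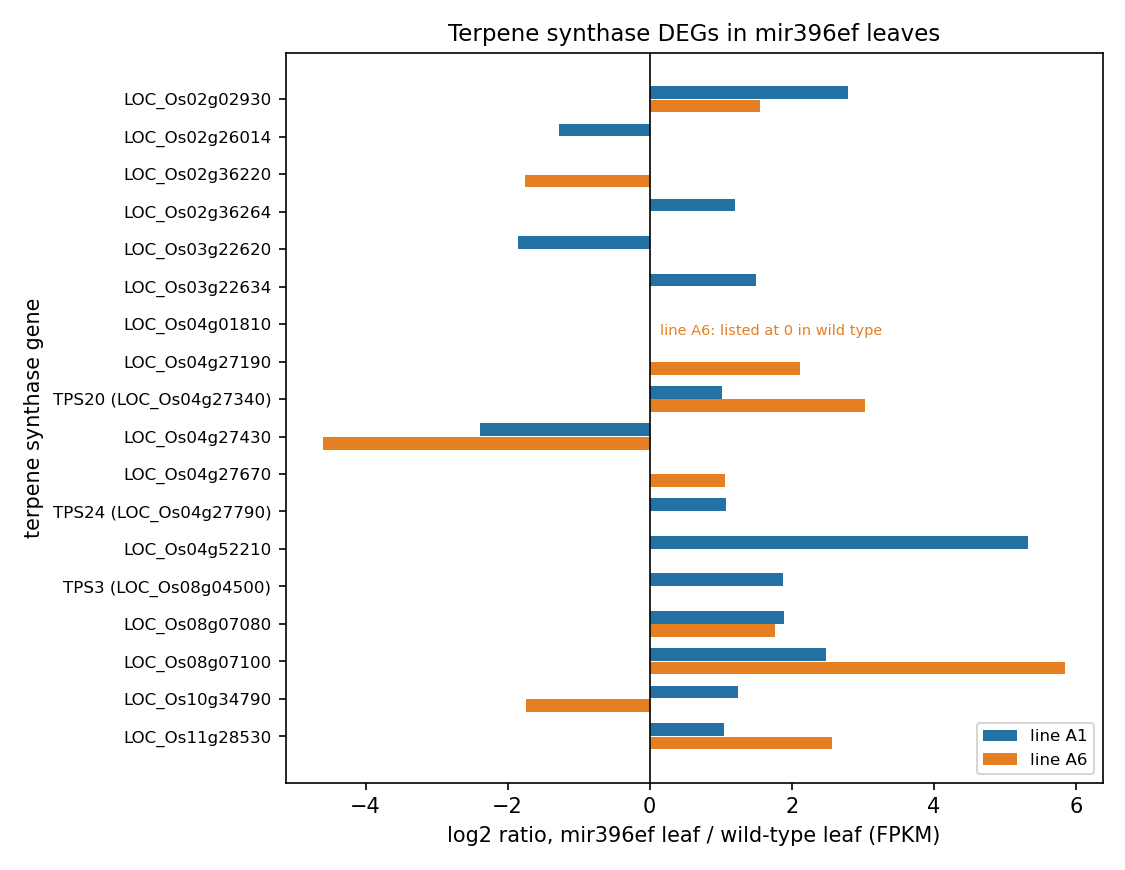
Log2 ratio of *mir396ef* to wild-type leaf FPKM for the 18 terpene synthase genes of Table S1, with bars for line A1 and line A6 where the gene is a DEG of that line. Bars to the right of 0 mark genes higher in *mir396ef*, up to 5.85 for LOC_Os08g07100 in line A6, and LOC_Os04g01810 has no bar because it is listed at 0 in the wild type.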

Real‐time RT‐PCR confirmed the increased expression of the *TPSs* in *mir396ef* leaves (Figure 3d). The up‐regulation of *TPS* genes in *mir396ef* leaves may be a response to the increased MVA level.

In plants, MVA is converted to isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP), and then, IPP and DMAPP are used as common precursors of all terpenoid compounds including GAs and ABA (Figure S11; Okada, 2011; Ruiz‐Sola *et al*., 2016). Plants also utilize DMAPP as one precursor of cytokinins (CKs) (Figure S11; Ruiz‐Sola *et al*., 2016). Therefore, we also measured the levels of other phytohormones, including ABA and CKs, in the leaves of 50‐day‐old plants. Only slightly increased levels of ABA, N_6_‐isopentenyladenine (IP) and trans‐zeatin (tZ) were observed in *mir396ef*, and the levels of other CKs including cis‐zeatin (cZ) and dihydrozeatin (DZ) were not significantly increased in *mir396ef* mutant (Figure S12).

The above results suggest that *miR396ef* mutations promote leaf elongation by markedly increasing the MVA level, which subsequently promotes GA synthesis to activate the GA pathway.

### The inhibited internode elongation in *mir396ef* mutants is correlated with reduced expression of *CYP96B4*

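RNA sequencing of the developing uppermost internode, the stem segment below the panicle, covered 3 biological repeats of the wild type and 3 of *mir396ef* line A1, sampled at heading. Libraries, alignment and FPKM were made as for leaves, with wild-type libraries of their own. The line is given as A1 by the paper, and the sample labels give the internode samples the line name of the line A1 leaves, while their titles use another name for the group. The deposited table lists the DEGs with a pooled FPKM for each group. All 453 have the direction given in Data S10, and its FPKM and q-values within a relative difference of 0.0001. The ratio of p-value to q-value in the authors' deposited table gave 20294 genes tested, and its double would also have fitted, so the smaller was used. Of these genes, at least 14.3% were past a q-value of 0.05 at any ratio, by the ranks in the authors' deposited table. The table holds no value for a single repeat, so depth and spread are again unknown. The 29 gene lists and the test of their direction were those used for leaves.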

To investigate the mechanisms underlying the shortened internodes in *mir396ef*, we performed RNA‐seq analysis of the developing uppermost internode. A total of 453 DEGs in *mir396ef* (line A1) compared to the wild type (ratio ≥2 or ≤0.5, and FDR <0.05) were observed, including 160 up‐regulated and 293 down‐regulated genes (Data S10). 

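In the internode of *mir396ef*, most DEGs of cytochrome P450s, transcription factors, peroxidases and auxin genes were lower than in the wild type, as were most internode DEGs. Cytochrome P450s had 5 higher and 14 lower DEGs, transcription factors of the MYB, NAC, AP2 and bHLH families 2 and 10, peroxidases 1 and 7, and auxin genes 1 and 4. With 35.3% of all internode DEGs higher, the direction of 0 lists passed the test (two-sided Fisher's exact test, adjusted p between 0.131 and 0.722 over the lists tested), and 1 list, the transposon-annotated genes, had an unadjusted p under 0.05 (p = 0.0419). The AP2 gene LOC_Os04g52090 fell from 48.8 to 13.4 FPKM, and the auxin-responsive gene OsSAUR12 (LOC_Os02g52990), of a family linked to cell elongation, from 37.6 to 11.3 FPKM. Other lower genes were OsSAUR11 (LOC_Os02g42990) at 12.5 and 4.55 FPKM in the wild type and *mir396ef*, and OsSAUR19 (LOC_Os04g45370) at 6.33 and 2.74 FPKM. The auxin repressor gene OsIAA9 (LOC_Os02g56120) rose from 0.575 to 2.47 FPKM. A TCP transcription factor gene (LOC_Os01g55750), of a family that controls cell proliferation, rose from 2.15 to 8.6 FPKM. Defence genes had 4 higher and 11 lower DEGs, and a thaumatin gene (LOC_Os12g43450) fell from 4.92 to 0.407 FPKM. Receptor-like kinases and NB-ARC proteins had 6 higher and 6 lower DEGs, transporters 8 and 12, and seed storage genes 2 and 7. Transposon-annotated genes had 13 higher and 10 lower DEGs (adjusted p = 0.131 from Fisher's exact test), with a CACTA element (LOC_Os01g09220) at 22.8 FPKM in the wild type and 1.14 FPKM in *mir396ef*. Lists with fewer than 5 DEGs held 3 anther and pollen markers (2 higher), 2 heat shock genes (1 higher), 1 lower cell wall gene and 1 lower jasmonate gene. Photosynthesis, ribosomal proteins, and histones and cell cycle had 0 DEGs. The median fold was 2.75 among higher and 2.55 among lower DEGs, and 2.23% of the genes tested were DEGs. Line A1 leaves and internodes shared 81 DEGs, against 30.9 for independent lists, and 60 of them, 74.1%, went in the same direction (Wilson 95% interval 63.6 to 82.4%). Directions in the tissues were associated among these shared genes (two-sided Fisher's exact test, p = 2.6e-05).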

We did not observe any GA biosynthetic, signalling and deactivating genes among these DEGs. 

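Of the internode DEGs of line A1, 0 carried a description naming gibberellin, and 0 of the named *GA2ox* genes, key biosynthetic genes and putative receptor genes were in the deposited table. Of the 79 genes that the paper's Data S5 and S7 list for leaves, 1 was an internode DEG. This gene, *HOX12* (LOC_Os03g10210), encodes a homeobox protein that, by the paper, regulates *EUI1*, and the paper's tables place it with the GA-deactivating genes. It fell from 1.68 to 0.803 FPKM (log2 ratio -1.06, or -0.57 with 1 FPKM added to both groups), and the authors' deposited table gives it a q-value of 0.00766. It was looked up after the other values had been seen. Genes of the mevalonate and early isoprenoid pathway, which supplies the precursors of GA, also had 0 DEGs. Genes of the phytocassane and momilactone clusters, which make diterpenoids from a GA-related precursor, had 0 as well, as had circadian clock and flowering genes. The terpene synthase list had 2 DEGs, both lower in *mir396ef*. LOC_Os04g27190 stood at 5.86 FPKM in the wild type and 0.847 FPKM in *mir396ef* (log2 ratio -2.79), and LOC_Os03g31430 at 21.4 and 5.75 FPKM (-1.89). In leaves of line A6, LOC_Os04g27190 was higher than in the wild type. A gene that changed less than the ratio threshold is not listed, so smaller changes in GA genes were not excluded.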

GA content measurement in the developing uppermost internodes revealed that *mir396ef* contained a markedly increased level of a bioactive GA precursor GA_20_, whereas other detectable GAs, including GA_7_, GA_19_ and GA_53_, did not show big differences in their levels between *mir396ef* and the wild type (Figure 4a). In the metabolome analyses, which detected 95 compounds with significantly altered levels (FC ≥ 2 or ≤0.5, and VIP ≥ 1; Data S11), MVA level did not show significant changes in the developing uppermost internodes between *mir396ef* and the wild type (FC = 1.23; FC, *mir396ef*/XS134). Based on these results, the internode elongation defect in *mir396ef* cannot be explained by any obvious faults in the GA pathway.

**Figure 4:**
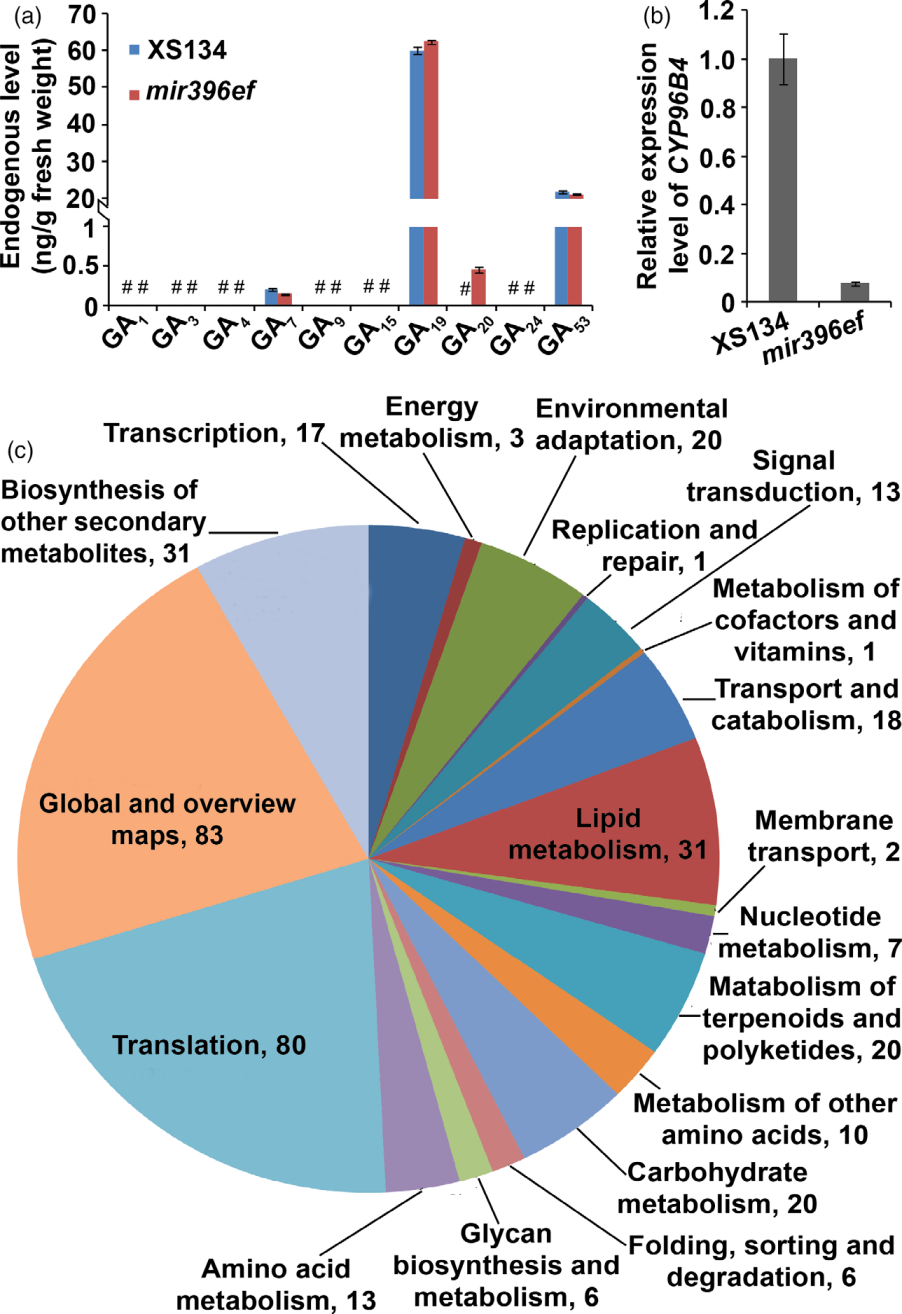
*mir396ef* mutations suppress internode elongation through reducing *CYP96B4* expression but not through the GA pathway. (a) Endogenous GA levels in developing uppermost internodes. #, undetectable GAs. (b) Relative expression level of *CYP96B4* in developing uppermost internodes. (c) Functional classification of the down‐regulated DEGs in *mir396ef* developing uppermost internode. Numbers in (c) indicate gene numbers. Three independent biological replicates were performed, and error bars indicate standard deviation.

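*CYP96B4* (LOC_Os03g04680), a cytochrome P450 gene on chromosome 3 from 2223101 to 2225205, fell in the developing uppermost internode of *mir396ef* from 36.9 to 12.9 FPKM. This is a log2 ratio of -1.52, and the authors' deposited table gives a p-value of 5e-05. The p-value is the smallest in that table and is shared by 292 internode DEGs. Among the other P450 genes, LOC_Os10g05490 fell from 20.3 to 0.134 FPKM (log2 ratio -7.24) and LOC_Os01g50530 from 1.27 to 0.364 FPKM (-1.81). With 1 FPKM added to both groups these log2 ratios were -4.23 and -0.74, since their levels in *mir396ef* were low. *CYP96B4* also fell in line A1 leaves, from 35.9 to 12.7 FPKM (log2 ratio -1.50), and was not a DEG of line A6 leaves.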

In the transcriptome and real‐time RT‐PCR analyses, we observed that *CYP96B4*, mutation of which severely suppressed internode elongation (Ramamoorthy *et al*., 2011; Tamiru *et al*., 2015; Wang *et al*., 2016; Zhang *et al*., 2014), was significantly down‐regulated in *mir396ef* developing uppermost internode (Figure 4b and Data S10). Loss of *CYP96B4* was reported to result in down‐regulation of the genes involved in carbohydrate and lipid metabolism (Tamiru *et al*., 2015; Wang *et al*., 2016). Enrichment analysis of the DEGs identified in the developing uppermost internodes revealed that many genes involved in carbohydrate and lipid metabolism were significantly down‐regulated in *mir396ef* (Figure 4c and Data S10). These results suggest that *mir396ef* mutations suppress internode elongation via reduced *CYP96B4* expression.

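Most DEGs of carbohydrate and lipid metabolism were lower in the *mir396ef* internode, and some were higher. Of 23 carbohydrate metabolism DEGs, 17 were lower and 6 were higher, and of 16 lipid metabolism DEGs, 12 were lower and 4 were higher. These shares were not distinguishable from the share of lower genes among the other internode DEGs (two-sided Fisher's exact test, adjusted p = 0.543 for carbohydrate and 0.605 for lipid metabolism). A glycosyl hydrolase gene (LOC_Os05g15770) fell from 180 to 41.2 FPKM (log2 ratio -2.13) and a family 17 glycosyl hydrolase (LOC_Os01g71670), of enzymes that cleave cell wall glucans, from 2.78 to 0.602 FPKM (-2.20, or -1.24 with 1 FPKM added to both groups). The glucan endo-1,3-beta-glucosidase LOC_Os07g35480 rose from 25.8 to 113 FPKM (log2 ratio 2.13), and the UDP-glucosyltransferase LOC_Os07g30760 rose from 1.6 to 27.5 FPKM (4.10). Among lipid genes, the GDSL-like lipase LOC_Os01g11700 fell from 11.2 to 1.68 FPKM (log2 ratio -2.74). 3-ketoacyl-CoA synthase 6 (LOC_Os04g02640), of the family that elongates fatty acids for cuticular wax, fell from 5.3 to 1.06 FPKM (-2.32). The lipid transfer protein LTPL159 (LOC_Os10g36160) fell from 10.6 to 3.42 FPKM, and LTPL139 (LOC_Os10g40430) rose from 1175 to 2871 FPKM. A lipase (LOC_Os05g06140) rose from 0.255 to 3.59 FPKM (log2 ratio 3.81), or 1.87 with 1 FPKM added to both groups. Of the lipid DEGs, 6 also stand on the seed storage list. An enrichment among all genes tested was not run, since the deposited table lists DEGs alone and 1998 of the 20294 rows of Data S3 were used here. The paper draws on lower *CYP96B4* expression, also measured by real-time RT-PCR, and on earlier reports that *CYP96B4* mutations shorten internodes. It adds the lower genes of carbohydrate and lipid metabolism, which loss of *CYP96B4* had been reported to lower. Its GA and mevalonic acid measurements in internodes showed no clear fault of the GA pathway. From these, the paper proposes that *mir396ef* mutations suppress internode elongation through *CYP96B4*.

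**Figure D4:**
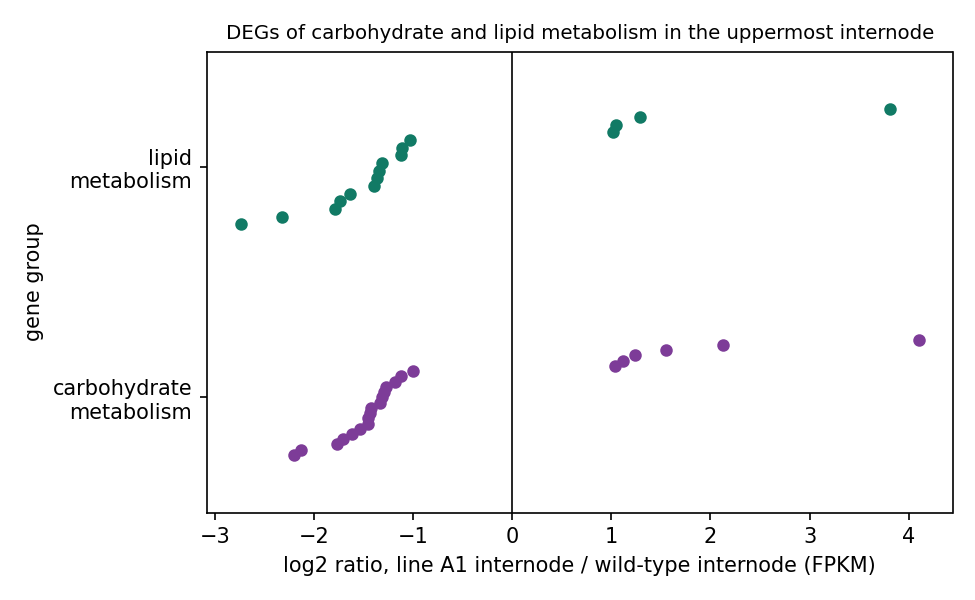
Log2 ratio of *mir396ef* to wild-type internode FPKM for the 23 DEGs of carbohydrate metabolism and the 16 DEGs of lipid metabolism, with 1 point per gene, spread vertically in order of ratio. Of the points, 17 and 12 lie left of 0, and the largest ratios to the right are 4.10 and 3.81.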

## Discussion

### *MIR396e* and *MIR396f* are valuable gene‐editing targets to breed elite crop varieties

Here, we found that *mir396ef* mutations could enlarge rice grains and panicles, and provided evidence that *mir396ef* mutations could improve productivity. However, compared with the wild type, *mir396ef* displayed an obviously deteriorated shoot architecture. In *mir396ef*, the lengths of leaf blades and sheaths were increased, but the upper three internodes, especially the uppermost internode, were shortened, leading to a defect in panicle exsertion from the flag leaf sheath. Under dry weather condition, this panicle exsertion defect may not affect fertility and seed filling very severely. In Hainan, during the rice‐growing season, humid weather was seldom encountered, and therefore, *mir396ef* showed relatively normal fertility and seed filling. However, in Hangzhou, due to the extremely humid weather, the panicle exsertion defect in *mir396ef* would markedly affect pollination and make the enclosed panicles prone to diseases, thus severely affecting fertility and seed filling. Therefore, this faulty shoot architecture will prevent the application of *mir396ef* mutations in grain yield improvement.

In *mir396ef*, if the shortened internodes are restored to normal or even longer lengths, the plant architecture will be greatly improved. Several genes are known to regulate internode elongation in rice. *ELONGATED UPPERMOST INTERNODE 1* (*EUI1*) encodes a GA‐deactivating enzyme, and *eui1* mutant was morphologically normal until its internodes, especially the uppermost internode, elongated drastically during the heading stage (Luo *et al*., 2006; Zhu *et al*., 2006). HOX12 regulates *EUI1* expression, and knockdown lines of *HOX12* showed a similar morphological phenotype to *eui1* (Gao *et al*., 2016b). Thus, introducing *eui1* or *hox12* mutations into *mir396ef* may overcome the defect in internode elongation and thus improve *mir396ef* shoot architecture to increase productivity.

### *mir396ef* mutations promote leaf elongation through the GA pathway

miR396 negatively regulates leaf growth in *Arabidopsis thaliana* through its targets *GRF* genes (Debernardi *et al*., 2014; Rodriguez *et al*., 2009), and the mechanism underlying this role remains obscure. In this work, we observed longer leaf blades and sheaths in *mir396ef* than in the wild type, indicating that miR396 also negatively regulates leaf growth in rice. Increased GA levels in *mir396ef* leaves suggest that *mir396ef* mutations promote leaf elongation through activating the GA pathway.

MVA is an early precursor of GAs (Ruiz‐Sola *et al*., 2016). Our results suggest that *mir396ef* mutations enhance the GA pathway in leaves through increasing the level of MVA. In plants, MVA is converted to IPP and DMAPP, which are the common precursors of all terpenoids including GAs and ABA (Okada, 2011; Ruiz‐Sola *et al*., 2016). The terpenoid compounds play diverse roles in plants, including attracting insects for pollination, defence against phytopathogenic microbes and enhancing abiotic stress tolerance (Kappers *et al*., 2005; Stoessl *et al*., 1976; Wu *et al*., 2006). Some terpenoids can be used as drugs to combat human diseases (Dewick, 2002). These results imply that *MIR396s* may be involved in plant pollination and stress resistance through controlling terpenoid synthesis, and genetic manipulation of *MIR396s* might boost the production of terpenoids in medicinal plants.

### *mir396ef* mutations modulate shoot architecture through two different pathways

Our study suggests that *mir396ef* mutations promote the elongations of leaf blades and sheaths by promoting the GA pathway. However, *mir396ef* impaired the elongation of the upper three internodes in the stem, especially the uppermost internode. We did not find any obvious defects in the GA pathway that may explain the suppressed internode elongation in *mir396ef* mutant plants. Mutation of *CYP96B4* was reported to suppress internode elongation (Ramamoorthy *et al*., 2011; Tamiru *et al*., 2015; Wang *et al*., 2016; Zhang *et al*., 2014). In *mir396ef* developing uppermost internode, the markedly decreased expression of *CYP96B4* suggests that *mir396ef* mutations impair internode elongation through suppressing *CYP96B4* expression. Therefore, our results suggest that *mir396ef* mutations modulate shoot architecture through two different pathways (Figure 5). The reasons for the opposite effects of *mir396ef* mutations on the internodes and leaves, as well as how miR396 regulates *CYP96B4* expression, remain to be revealed in the future.

**Figure 5:**
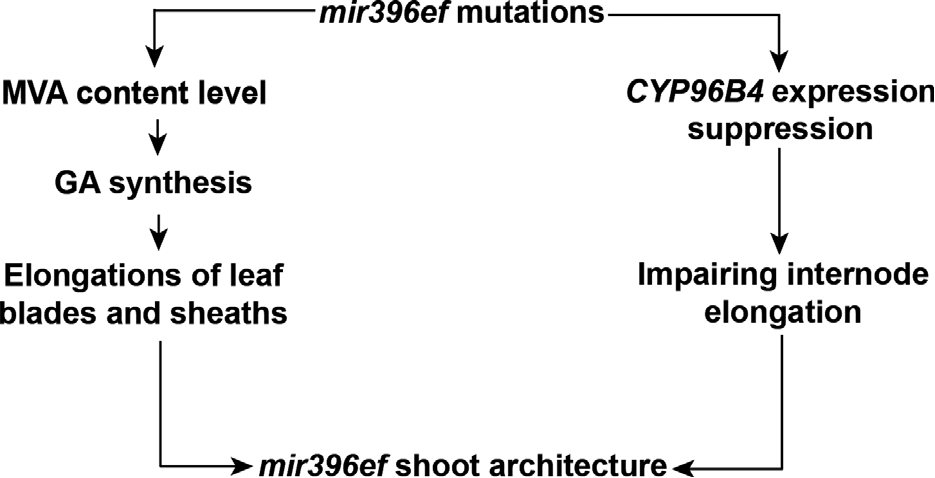
Schematic model showing how *mir396ef* mutations modulate rice shoot architecture. *mir396ef* mutations increase MVA level and thus promote GA synthesis, which further promotes the elongations of leaf blades and sheaths; meanwhile, *mir396ef* mutations decrease *CYP96B4* expression to suppress internode elongation.

### *GRF* genes are involved in forming the phenotypic traits caused by *mir396ef* mutations

Previous reports identified a major grain size controlling QTL *GS2*/*GL2* (*GRF4*), one miR396 target gene (Che *et al*., 2016; Duan *et al*., 2016; Gao *et al*., 2016a; Hu *et al*., 2015; Li *et al*., 2016). The phenotype caused by *mir396ef* mutations shows some similarities with that induced by the large‐grain *GS2*/*GL2* allele (*GRF4* gain‐of‐function allele), such as lengthened leaves, enlarged grains and increased panicle size. These similarities are reasonable partly because *GRF4* expression level is increased in *mir396ef* compared with the wild type (Figure S5a, b). However, we observed shortened upper three internodes in *mir396ef*, but similar phenotype was not reported in plants with the *GRF4* gain‐of‐function allele. In addition, the up‐regulation of *GRF4* in *mir396ef* leaves and uppermost internodes is not very strong (Figure S5a, b). These results strongly suggest that other miR396 target genes are also involved in the phenotypic traits we observed in *mir396ef*. Our transcriptome analyses in leaves and developing uppermost internodes revealed that several miR396‐targeting *GRF* genes, especially *GRF3*, were up‐regulated by *mir396ef* mutations (Figure S5a, b). Among the miR396‐targeting *GRFs*,* GRF3* showed the highest expression level in both wild‐type and *mir396ef* leaves and uppermost internodes, and was up‐regulated by *mir396ef* mutations more intensely than most other *GRF* genes (Figure S5a, b), suggesting that *GRF3* is intensely involved in the changed elongations of leaves and internodes in *mir396ef*. How *GRF3* regulates the elongations of leaves and internodes remains to be revealed in the future.

## Experimental procedures

### Vector construction and plant cultivation

A multiplex gene‐editing vector was constructed to edit *MIR396a*,* MIR396b*,* MIR396c*,* MIR396e* and *MIR396f*, and in this vector, four sgRNA expression cassettes were arranged in tandem (Figure 1a). To mutate *MIR396*s individually, seven single sgRNA‐expressing vectors were also constructed, among which one vector targets *MIR396e* and *MIR396f*, and the others are single *MIR396* gene‐targeting vectors. All these vectors are specific for the *MIR396* gene sequences. The vectors were transformed into XS134 through *Agrobacterium*‐mediated transformation. The transgenic plants were grown in paddy fields under natural conditions. Because the sgRNAs designed for certain *MIR396* genes may induce off‐target mutations in other *MIR396* genes, we sequenced both the target sites and potential off‐target sites in *MIR396* genes to accurately identify the genotype. The seeds from the transgenic plants were sowed in the Lingshui County of Hainan Province (China) in late December and in Hangzhou (China) in early June.

### Small RNA northern blot analysis

Small RNA northern blots were performed as previously described (Pall and Hamilton, 2008) with minor modifications. In brief, twenty μg total RNA was separated by running a 15% SDS‐PAGE with 7 M urea and then transferred to a Hybond NX membrane (GE, Amersham). After that, a 1‐ethyl‐3‐(3‐dimethylaminopropyl) carbodiimide (EDC)‐mediated chemical cross‐linking was carried out as previously described (Pall and Hamilton, 2008). Antisense complementary oligonucleotides for miRNAs and U6 probes were end‐labelled ([γ‐^32^P] ATP) by T4 polynucleotide kinase (*New England Biolabs*). The probe sequences are listed in Table S2.

### Epidermal cell observation and sectioning analyses

For histological sectioning and epidermal cell observation, the materials were first fixed in FAA's solution (50% ethanol, 5% glacial acetic acid and 5% formaldehyde). For epidermal cell observation, fresh or fixed leaf blades and sheaths were soaked in boiled water for 10 min, and then transferred to 95% ethanol and boiled for about 1 h until being completely faded. Then, the materials were soaked in 85% lactic acid of 96 °C for 8 min. After cooling to room temperature, the epidermal layers were observed under a microscope. For sectioning analyses, after being dehydrated in a graded ethanol series (70%, 80%, 90% and 100%), the fixed samples were embedded in paraffin. The embedded samples were then sliced into 10–15 μm sections for observation. The transverse sections and epidermal cells were imaged with a Leica DM2500 microscope (Leica Microsystems).

### Plot field tests

Plants of the wild type and *mir396ef* were grown in Hangzhou and Hainan paddy fields under natural conditions. The area per plot was 90 × 60 cm, and 24 plants were cultivated in each plot with planting density of 15 × 15 cm.

### Real‐time RT‐PCR

The total RNA was extracted using the TRIzol^™^ Reagent (Invitrogen, Cat. no. 15596018). Reverse transcription was performed using the SuperScript^®^ III Reverse Transcriptase (Invitrogen, Cat. no. 18080‐044). Real‐time PCR analyses were performed using the Bio‐Rad CFX96 real‐time PCR instrument and EvaGreen (Biotium, Cat. no. 31000). The PCR was conducted with gene‐specific primers for the target genes (Table S3), and *UBIQUITIN* was used as the reference gene in the real‐time RT‐PCR.

### Transcriptome analyses

The materials were sampled with three biological repeats for RNA‐sequencing (RNA‐seq) analyses. RNAs were extracted with RNAprep pure Plant kit (TIANGEN, Cat. no. DP432), and then, libraries were constructed using TruSeq Stranded mRNA (Illumina, San Diego, CA) in accordance with the manufacturer's instruction. Qualities of RNA‐seq libraries were assessed by using a Fragment Analyzer (Advanced Analytical, IA), and resulting libraries were sequenced using Illumina Hiseq X ten. The raw reads were filtered by removing reads containing adapter and low‐quality reads for subsequent analyses. Clean reads were aligned to the rice reference genome (TIGR release 7) using Hisat2 with default parameters, and resultant files were input to the Cufflinks software for comparative assembly of transcripts and generation of fragments per kilobase of exon per million reads mapped (FPKM). Subsequently, gene expression analyses between the wild type and *mir396ef* were executed using the cufflinks‐cuffdiff analysis module.

### Phytohormone measurement

Plant materials were ground into powder in liquid nitrogen and extracted with methanol/water (8/2) at 4°C. The extract was centrifuged at 12 000 *g* under 4°C for 15 min. The supernatant was collected and evaporated to dryness under nitrogen gas stream, and then reconstituted in methanol/water (3/7). The solution was centrifuged, and the supernatant was collected for LC‐MS analysis. The LC‐MS analysis was conducted with the API6500 Q TRAP LC/MS/MS system, equipped with an ESI Turbo Ion‐Spray interface, operating in a positive ion mode and controlled by Analyst 1.6 software (AB Sciex).

### Metabolome analyses

The metabolome analyses were conducted as previously described (Wang *et al*., 2017). The freeze‐dried materials were crushed to powder, and then, 100 mg powders were weighted and extracted overnight at 4°C with 1 mL 70% aqueous methanol. Following centrifugation at 10 000 *g* for 10 min, the extracts were filtrated (SCAA‐104, 0.22 μm pore size; ANPEL) before LC‐MS analysis.

The sample extracts were analysed using an LC‐ESI‐MS/MS system (HPLC, Shim‐pack UFLC SHIMADZU CBM30A system; MS, Applied Biosystems 4500 Q TRAP). The analytical conditions were as follows: HPLC: column, Waters ACQUITY UPLC HSS T3 C18 (1.8 μm, 2.1 × 100 mm); solvent system, water (0.04% acetic acid): acetonitrile (0.04% acetic acid); gradient program, 100:0 V/V at 0 min, 5:95 V/V at 11.0 min, 5:95 V/V at 12.0 min, 95:5 V/V at 12.1 min, 95:5 V/V at 15.0 min; flow rate, 0.4 mL/min; temperature, 40 °C; and injection volume, 5 μL. The effluent was alternatively connected to an ESI‐triple quadrupole‐linear ion trap Q TRAP‐MS.

LIT and triple quadrupole (QQQ) scans were acquired on a triple quadrupole‐linear ion trap mass spectrometer (Q TRAP), API 4500 Q TRAP LC/MS/MS system, equipped with an ESI Turbo Ion‐Spray interface, operating in a positive ion mode and controlled by Analyst 1.6 software (AB Sciex). The ESI source operation parameters were as follows: ion source, turbo spray; source temperature, 550°C; ion spray voltage (IS), 5500 V; ion source gas I (GSI), gas II(GSII), curtain gas (CUR) were set at 55, 60 and 25 psi, respectively; the collision gas (CAD) was high. Instrument tuning and mass calibration were performed with 10 and 100 μmol/L polypropylene glycol solutions in QQQ and LIT modes, respectively. QQQ scans were acquired as MRM experiments with collision gas (nitrogen) set to 5 psi. DP and CE for individual MRM transitions were done with further DP and CE optimization. A specific set of MRM transitions was monitored for each period according to the metabolites eluted within this period.

## Accession numbers

The sequence data of the *MIR396* genes can be found in the miRbase database (http://www.mirbase.org/) under the following accession numbers: *MIR396a*, MI0001046; *MIR396b*, MI0001047; *MIR396c*, MI0001048; *MIR396d*, MI0013049; *MIR396e*, MI0001703; *MIR396f*, MI0010563; *MIR396g*, MI0013047; and *MIR396h*, MI0013048. The sequence data of the other genes can be found in the MSU database (http://rice.plantbiology.msu.edu/) under the following gene locus identifiers: *GRF1*, LOC_Os02g53690; *GRF2*, LOC_Os06g10310; *GRF3*, LOC_Os04g51190; *GS2*/*GL2*/*GRF4*, LOC_Os02g47280; *GRF5*, LOC_Os06g02560; *GRF6*, LOC_Os03g51970; *GRF7*, LOC_Os12g29980; *GRF8*, LOC_Os11g35030; *GRF9*, LOC_Os03g47140; *GRF10*, LOC_Os02g45570; *GRF12*, LOC_Os04g48510; *GA20ox1*, LOC_Os03g63970; *GA20ox2*, LOC_Os01g66100; *GA20ox3*, LOC_Os07g07420; *GA20ox4*, LOC_Os05g34854; *GA3ox1*, LOC_Os05g08540; *GA3ox2*, LOC_Os01g08220; *CPS1*, LOC_Os02g17780; *KS1*, LOC_Os04g52230; *KAO*, LOC_Os06g02019; *KO2*, LOC_Os06g37364; *GID1L2*, LOC_Os03g57640; *GID1L3*, LOC_Os07g34370; *GA2ox1*, LOC_Os05g06670; *GA2ox3*, LOC_Os01g55240; *GA2ox6*, LOC_Os04g44150; *GA2ox7*, LOC_Os01g11150; *GA2ox8*, LOC_Os05g48700; *GA2ox9*, LOC_Os02g41954; *TPS3*, LOC_Os08g04500; *TPS20*, LOC_Os04g27340; *TPS24*, LOC_Os04g27790; *CYP96B4*, LOC_Os03g04680.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

C.M. and D.W. conceived and designed the research. C.M. constructed the plant materials, performed the phytohormone measurements and conducted the phenotypic, transcriptome and metabolome analyses. D.W. and R.H. conducted the northern blotting and real‐time RT‐PCR analyses. C.M. and D.W. did the other assays together. All the authors analysed the data together. C.M. and D.W. wrote the manuscript together. C.M., D.W. and J.‐K.Z. oversaw the entire study.

## Supporting information

**Figure S1.** *MIR396‐GRF* gene structures and target sites of *MIR396* gene editing.

**Figure S2.** Comparison of wild‐type and *mir396* seedlings.

**Figure S3.** Detection of miR396e and miR396f in seedling shoots by Northern blotting analyses.

**Figure S4.** *mir396ef* mutations increase the cell lengths of leaf blades and sheaths but decrease the cell length of uppermost internode.

**Figure S5.** Relative expression analyses of miR396 target genes in leaves and developing uppermost internodes.

**Figure S6.** Seed size and fertility analyses of the wild type, *mir396ef* and *mir396abcef* in Hangzhou.

**Figure S7.** *mir396ef* mutations enlarged the cells of spikelet hulls.

**Figure S8.** Real‐time RT‐PCR analyses of *MIR396e* and *MIR396f* expressions.

**Figure S9.** Grain yield investigation of the wild type and *mir396ef* in Hangzhou.

**Figure S10.** Expression profiles of GA biosynthetic, signaling, deactivating and response genes in the leaves of 50‐day‐old wild‐type and *mir396ef* plants.

**Figure S11.** Terpenoid biosynthetic pathway (Ruiz‐Sola *et al*., 2016).

**Figure S12.** Endogenous ABA and CK levels in the leaves of 50‐day‐old wild‐type and *mir396ef* plants.

**Table S1.** The up‐regulated DEG (ratio ≥ 2, and FDR < 0.05) *TPSs* in the leaves of 50‐day‐old *mir396ef* plants.
**Table S2.** Probes used in the Northern blot assays.
**Table S3.** Primers for real‐time RT‐PCR.

**Data S1.** The list of rice *mir396* mutants.

**Data S2.** Gene expression profiles in wild‐type and *mir396ef* (line A1) leaves.

**Data S3.** Gene expression profiles in wild‐type and *mir396ef* (line A6) developing uppermost internodes.

**Data S4.** Expression profiles of the DEGs identified in wild‐type and *mir396ef* (line A1) leaves.

**Data S5.** Expression profiles of the GA‐related genes in wild‐type and *mir396ef* (line A1) leaves.

**Data S6.** Expression profiles of the DEGs identified in wild‐type and *mir396ef* (line A6) leaves.

**Data S7.** Expression profiles of the GA‐related genes in wild‐type and *mir396ef* (line A6) leaves.

**Data S8.** The metabolites detectable in the metabolome analyses.

**Data S9.** The metabolites with significantly different levels between wild‐type and *mir396ef* leaves.

**Data S10.** Expression profiles of the DEGs identified in wild‐type and *mir396ef* developing uppermost internodes.

**Data S11.** The metabolites with significantly different levels between wild‐type and *mir396ef* developing uppermost internodes.

# Supplementary material for: Mutations in MIR396e and MIR396f increase grain size and modulate shoot architecture in rice
**Source:** Plant Biotechnol J. 2019 Aug 16;18(2):491–501. doi: 10.1111/pbi.13214
**Supplement:** Supplementary file 13 — Table S1. The up‐regulated DEG (ratio ≥ 2, and FDR < 0.05) TPSs in the leaves of 50‐day‐old mir396ef plants. Table S2. Probes used in the Northern blot assays. Table S3. Primers for real‐time RT‐PCR.

**Table S1.** The up-regulated DEG (ratio ≥ 2, and FDR ＜ 0.05) *TPSs* in the leaves of 50-day-old *mir396ef* plants

| Lines | Genes | Annotations |
| --- | --- | --- |
| A1 | *TPS20* (LOC_Os04g27340) | Terpene synthase responsible for producing monoterpene volatiles in response to abiotic stresses |
|  | LOC_Os02g02930 | Terpene synthase, putative, expressed |
|  | LOC_Os10g34790 | Terpene synthase, putative, expressed |
|  | LOC_Os04g27430 | Terpene synthase, putative, expressed |
|  | LOC_Os08g07100 | Terpene synthase, putative, expressed |
|  | LOC_Os11g28530 | Terpene synthase, putative, expressed |
|  | LOC_Os08g07080 | Terpene synthase, putative, expressed |
|  | LOC_Os02g36264 | Terpene synthase, putative, expressed |
|  | LOC_Os03g22620 | Terpene synthase, putative, expressed |
|  | LOC_Os04g52210 | Terpene synthase, putative, expressed |
|  | LOC_Os02g26014 | Terpene synthase, putative, expressed |
|  | *TPS3* (LOC_Os08g04500) | Terpene synthase responsible for producing jasmonate-induced sesquiterpenes |
|  | *TPS24* (LOC_Os04g27790) | *TPS24* encodes a jasmonate-responsive monoterpene synthase that produces an antibacterial γ-terpinene against rice pathogen |
|  | LOC_Os03g22634 | Terpene synthase, putative, expressed |
| A6 | *TPS20* (LOC_Os04g27340) | Terpene synthase responsible for producing monoterpene volatiles in response to abiotic stresses |
|  | LOC_Os02g02930 | Terpene synthase, putative, expressed |
|  | LOC_Os10g34790 | Terpene synthase, putative, expressed |
|  | LOC_Os04g27430 | Terpene synthase, putative, expressed |
|  | LOC_Os08g07100 | Terpene synthase, putative, expressed |
|  | LOC_Os11g28530 | Terpene synthase, putative, expressed |
|  | LOC_Os08g07080 | Terpene synthase, putative, expressed |
|  | LOC_Os02g36220 | Terpene synthase, putative, expressed |
|  | LOC_Os04g01810 | Terpene synthase, putative, expressed |
|  | LOC_Os04g27670 | Terpene synthase, putative, expressed |
|  | LOC_Os04g27190 | Terpene synthase, putative, expressed |

The data were taken from the transcriptome analyses of the wild type and *mir396ef*.

**Table S2.** Probes used in the Northern blot assays

| Probes | Sequences (5’ to 3’) |
| --- | --- |
| anti-miR396e | CAGTTCAAGAAAGCCTGTGGA |
| anti-miR396f | AGTTCAAGAAAGCCTGTGGAGA |
| anti-U6 | TGTATCGTTCCAATTTTATCGGATGT |

**Table S3.** Primers for real-time RT-PCR

**References**

Ruiz-Sola, M.Á., Barja, M.V., Manzano, D., Llorente, B., Schipper, B., Beekwilder, J. and Rodriguez-Concepcion, M. (2016) A single *Arabidopsis* gene encodes two differentially targeted geranylgeranyl diphosphate synthase isoforms. *Plant Physiol.* **172**, 1393-1402.

How the deposited data were processed for this re-analysis (not part of the article)

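RNA sequencing of 15 samples in 5 groups of 3 biological repeats was analysed: leaves of the wild type XS134 and of *mir396ef* lines A1 and A6, and developing uppermost internodes of the wild type and of line A1. Young panicles were not analysed here. The paper gives the age of the leaf material as 50 days and the sample labels as 20 days. The sample labels name the lines differently from the paper. The deposited tables were assigned to lines A1 and A6 and to the internode by their values. In the rows used here, these equal those of the paper's own tables of DEGs within a relative difference of 0.0001. The labels give the internode samples of *mir396ef* the same line name as the line A1 leaves, while the titles of these samples use another name for the group, so that leaves and internodes come from 1 line by the paper and by the line name only.

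The authors removed adapter-containing and low-quality reads, aligned the rest to TIGR release 7 with HISAT2 and computed FPKM with Cufflinks, given in the submitters' processing notes as version 2.2.1. The version of HISAT2 is not given in the sources used here. The deposited FPKM are 1 value per group, for which the authors combined the repeats. The authors' log2 ratio is that of *mir396ef* to wild-type FPKM, as deposited. The authors' p-value and q-value come from Cuffdiff, and the deposited tables hold only DEGs with a q-value under 0.05 and a ratio of at least 2 or at most 0.5. No value of a single repeat is held, so the sequencing depth per sample is unknown, its precision cannot be given, and no test across repeats was run. Columns with values of single samples that were left out numbered 0.

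All DEGs were checked against these thresholds, and their directions against the FPKM. Log2 ratios were recomputed from the FPKM without a pseudocount. Genes listed at 0 FPKM in a group were counted but given no ratio, and numbered 25 in the wild type and 13 in *mir396ef* for line A1, 41 and 26 for line A6, and 15 and 7 for the internode. The number of genes tested was found as the whole number between 8000 and 45000 for which all pairs of p-value and q-value fit the Benjamini-Hochberg formula, with 131 distinct pairs for line A1, 243 for line A6 and 72 for the internode.

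The 29 gene lists cover the *GRF* family, GA synthesis, deactivation and receptors, genes annotated with gibberellin, terpene synthases, the mevalonate pathway, the phytocassane and momilactone clusters, jasmonate, defence, receptor-like kinases and NB-ARC proteins, heat shock, photosynthesis, ribosomal proteins, histones and cell cycle, cell wall, carbohydrate and lipid metabolism, cytochrome P450s, peroxidases, transcription factors, transporters, auxin, transposons, circadian clock, flowering, anther and pollen markers and seed storage. A list with at least 5 DEGs was tested by a two-sided Fisher's exact test of higher against lower genes, list members against all other DEGs of the comparison. A count adjusted over the list alone could not be computed, because the deposited tables hold no gene below the thresholds and Data S2 and S3 were used in part. Differences in a list's direction between comparisons were tested by an exact test of equal odds ratios, with Benjamini-Hochberg adjustment over 27 tests. Overlaps were set beside the overlap of independent lists and, for the leaf lines, beside 1000000 simulated genes of unchanged groups whose comparisons correlate at 0.5 through their shared wild type. The thresholds were the largest p-value of each list or, chosen after seeing the data, those giving the sizes of the deposited lists. Directions of neighbouring DEGs within 50 kb were tested with a one-sided permutation test of 100000 resamples.

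Named genes were all genes the paper names that are in a deposited table, the 10 largest and 10 smallest ratios in each comparison among DEGs with at least 1 FPKM in both groups, and up to 4 DEGs of each list with the largest absolute log2 ratio and at least 1 FPKM in the higher group. The first rows of the paper's supplementary tables and its Table S1 had been seen when this rule was written. *EUI* and *HOX12*, which the paper names without a locus, were at first missed and were added through Data S5 and S7 after their values had been seen. Names come from the paper and from the descriptions in the deposited tables, which name no function for 272 DEGs of line A1, 634 of line A6 and 107 of the internode. Alternatives were a q-value under 0.01, a ratio of at least 4 or at most 0.25, at least 1 FPKM in the higher group, genes listed at 0 or transposon-annotated genes left out, neighbours within 20 or 100 kb, and 0.1 or 1 FPKM added to both groups.

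The calculations were tested on simulated data. With the numbers of DEGs of line A1, line A6 and the internode, the number of genes tested was recovered in 20 of 20 runs each. Random lists passed Fisher's exact test at p = 0.05 in 5%, 3.2% and 3.9% of 1000 draws, and lists of 40 genes placed mostly in the rarer direction in 100% each. The test of equal odds ratios passed in 3.4% of draws with equal ratios, both for the leaf lines and for line A1 leaves and internodes. With ratios 8 times apart it passed in 77% and 97.7%. Shuffled neighbours passed in 3.5%, 4% and 4.5% of 200 tables, and linked neighbours in 100%, 100% and 93.5%. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.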

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

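Of the tests reported in this part, those of tissue share, of lipid genes after a shift in scale, of the number of lower DEGs and of the internode were chosen only after the result was seen, and the shift of 0.22 after shifts of 0.15 to 1 had been tried. The intervals, and the smallest list allowed to decide a test, were also added after the first values had been seen. Judged without intervals, the differences and shares given next met bounds set in advance: 0.26, under the bound of 0.5, for a scale difference behind the lipid pattern, 1.6, over the bound of 1.5, against a more sensitive test in line A6, and 42.9%, under the bound of 50%, against low levels in the shared wild type, though this share cannot separate these from an effect in both lines.

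Lipid metabolism genes stood out because their direction differed between the leaf lines, with 19 higher and 42 lower DEGs in line A1 against 61 and 15 in line A6 (exact test of equal odds ratios, adjusted p = 0.0021), and in line A1 also from that of other DEGs (two-sided Fisher's exact test, adjusted p = 1.96e-05). A uniform scale moves all genes alike, and the difference held (exact test of equal odds ratios, p = 0.00531 or less) after a log2 shift of 0.22, the upper bound of the median difference between the lines over 539 other shared DEGs (bootstrap 95% interval 0.09 to 0.22), was taken from line A6 or added to line A1. This argues against a scale of that size as the whole cause, while a larger one stays open, since a shift of 0.5 gave p = 0.0011 and 0.0642 in the exact test and a shift of 1 gave 0.112 and 0.0789, and the median of 17 shared lipid DEGs lay only 0.26 above that of the others (bootstrap 95% interval -0.22 to 2.07, permutation p = 0.18). A different share of leaf tissues or another leaf stage predicts that cell wall, photosynthesis and cell cycle lists turn too, and only the cell wall list had enough DEGs in both lines (exact test of equal odds ratios, p = 0.0616). Because those lists are small, this explanation and an effect on lipid genes that differs between the lines cannot be told apart. Of the lipid DEGs, 17 in line A1 and 26 in line A6 also stand on the seed storage list. Of 17 lipid DEGs in both lines, 13 went the same way, 6 higher and 7 lower. The acyltransferase LOC_Os01g22560 and the 3-ketoacyl-CoA synthase LOC_Os03g26530 were among those lower in both. LTPL106 was higher only in line A1, and LTPL138, LTPL142 and LTPL105 only in line A6. These are annotated as lipid transfer or seed storage proteins, and no other shared lipid DEG reversed. Seed storage genes turned likewise (9 higher and 15 lower against 33 and 5) without passing the exact test of equal odds ratios (adjusted p = 0.0986). Auxin genes did so too (6 and 12 against 21 and 3, adjusted p = 0.135 in the exact test). Peroxidases went from 9 and 8 to 42 and 2 (adjusted p = 0.0986 in the exact test). Whether the turn is particular to lipid genes therefore stays open. Lipid enzymes alone were not tested.

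A pattern on which several of the results below bear is the larger number of DEGs in line A6. A scale difference that raised all FPKM of line A6 would leave it with fewer lower DEGs than line A1, but it had 1.23 times as many (95% interval of the ratio 1.09 to 1.38), which argues against scale as the whole cause. A more sensitive test at equal effects would add mostly small or weakly expressed changes. At 10 FPKM or more and a ratio of at least 4 or at most 0.25, line A6 had 134 DEGs and line A1 84. That is 1.6 times as many (95% interval 1.21 to 2.12), an interval that covers the bound of 1.5. A more sensitive test and a larger effect in line A6 therefore cannot be told apart. Both intervals are of counts of genes taken as independent, and neither covers the spread between plants.

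Receptor-like kinases and NB-ARC proteins stood out in line A1 leaves as genes the paper does not discuss (two-sided Fisher's exact test, adjusted p = 0.00196), while defence genes did not pass in line A1 (adjusted p = 0.0862) and neither list passed in line A6 (adjusted p = 0.346 each). Pooled, the 2 lists had 62 higher and 10 lower DEGs in line A1 and 121 and 21 in line A6, where 63% and 77.4% of all DEGs were higher, and 10 and 17 in the internode. An equal effect in the internode is argued against only by the pooled lists (exact test of equal odds ratios, unadjusted p = 0.0248), since each alone did not differ from line A1 leaves (adjusted p = 0.314 for defence genes and 0.43 for receptor-like kinases). Low levels in the shared wild-type libraries would make genes with a ratio of at least 4 in 1 line rise in the other line too, which held for 12 of 28, or 42.9% (Wilson 95% interval 26.5 to 60.9%), with 2 genes counted for both lines, or for 10 of 26 distinct genes. An effect of the mutations in both lines predicts the same, so no value of this share separates it from chance in the shared wild type, and they cannot be told apart.

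The other results that stood out are directions of gene groups that the paper does not discuss, each from a two-sided Fisher's exact test. In line A1, ribosomal protein genes were lower in 13 of 13 DEGs (exact test, adjusted p = 3.48e-05). In line A6, photosynthesis genes were lower in 12 of 14 (exact test, adjusted p = 2.19e-05) and ribosomal protein genes in 6 of 6 (adjusted p = 0.00153). Cell wall genes were higher in 58 of 63 (exact test, adjusted p = 0.0198), peroxidases in 42 of 44 (adjusted p = 0.0116) and transcription factors in 79 of 89 (adjusted p = 0.044). Transposon-annotated genes were lower in 37 of 94 (exact test, adjusted p = 0.00196) and anther and pollen markers in 6 of 9 (adjusted p = 0.0302), in both cases a larger share than among the other DEGs.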

How the results depend on the processing

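No test in this part was chosen only after the result was seen, apart from the broader list of translation genes, which left that count at 0, and the simulation at the sizes of the lists. In the latter, unchanged leaf groups with shared controls shared 434 genes, against 67.9 at the largest p-values, because its thresholds by construction let more genes pass. No paired analysis was possible because the deposited tables hold no value for a single repeat, and leaving out each repeat in turn was not run for the same reason. Unknown depth limits most the genes near or below 1 FPKM. With a q-value under 0.01, at least 1 FPKM in the higher group, or genes listed at 0 left out, the 6 counts of DEGs and the 4 overlap values stayed within 1.5 times or kept their test, and 47, 46 and 47 list directions kept their side of the threshold, with 1 list too small under the FPKM minimum. Leaving out transposon-annotated genes kept the 6 counts, and neighbours within 20 or 100 kb kept the 3 neighbour tests.

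With a ratio of at least 4 or at most 0.25, which by construction keeps fewer genes, DEGs numbered 149 higher and 115 lower in line A1 leaves, 405 and 84 in line A6 leaves, and 50 and 52 in the internode. The leaf lines then shared 75 DEGs, 96% in the same direction, and line A1 leaves and internodes 16. Annotated gibberellin genes numbered 3 higher and 0 lower in line A1 and 2 and 0 in line A6, and terpene synthases 3 and 1, and 5 and 1. Internode carbohydrate genes numbered 2 higher and 2 lower, and lipid genes 1 and 2. In line A6 the share of higher DEGs was 100% for cell wall genes (Fisher's exact test, adjusted p = 0.643), 91.7% for peroxidases (0.875) and 75% for transposon-annotated genes (0.495) and 84.2% for transcription factors (adjusted p = 1), none past the threshold. The direction of 24 lists gave no value because fewer than 5 DEGs were left, and 19 directions were the same. Those without a value included ribosomal proteins and receptor-like kinases in line A1, and photosynthesis, ribosomal proteins and anther and pollen markers in line A6.

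Added FPKM by construction shrink the ratios of weakly expressed genes. With 0.1 FPKM, the log2 ratio of LOC_Os04g52210 in line A1 was 2.81. With 1 FPKM, log2 ratios in line A1 were 0.48 for *GA2ox6*, 0.76 for *GA2ox8*, 0.44 for *TPS20*, -0.34 for LOC_Os02g26014, 0.44 for LOC_Os02g36264, -0.99 for LOC_Os04g27430, 0.76 for LOC_Os04g52210, 0.54 for LOC_Os08g07100 and 0.54 for LOC_Os10g34790. In line A6 they were 0.70 for *GID1L3*, 0.99 for *GA2ox1*, 0.79 for *GA2ox8*, 0.76 for *EUI*, 1.81 for *TPS20*, -0.66 for LOC_Os02g36220, -1.30 for LOC_Os04g27430, 2.75 for LOC_Os08g07100 and -0.39 for LOC_Os10g34790, and in the internode -0.57 for *HOX12*. Of the other genes named, 87 moved and 137 did not with 1 FPKM, and 3 moved and 221 did not with 0.1 FPKM.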

Differences from the paper's values

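The broader list of translation genes and the search of the internode DEGs for the genes of Data S5 and S7 are the only tests in this part chosen after the result was seen. The paper's number of lower lipid metabolism genes in the internode is about 31 in Figure 4c, read by eye, and 12 lower DEGs were counted here. The alternatives set before the data were examined gave 11 with a q-value under 0.01, 2 with a ratio of at least 4 or at most 0.25, 12 with at least 1 FPKM and 12 without genes listed at 0, and all of them differ from the paper's value. The paper's number of lower translation genes there is about 80 in Figure 4c, read by eye, and 0 ribosomal protein DEGs were counted, also 0 under each of the same alternatives, which all differ. A broader list of descriptions naming a ribosome, translation, an elongation or initiation factor or a tRNA, chosen after seeing the values, gave 0 as well. The classification behind Figure 4c was not used here, and the lists were drawn from the gene descriptions.

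Of the *TPS* genes that the paper lists as up-regulated, 11 were higher and 3 lower in line A1, and 8 were higher and 3 lower in line A6, so the tally goes with the paper's direction while the 3 lower genes in each line go against it. For several *TPS* genes the paper also reports higher expression by real-time RT-PCR, whose values were not examined here. The paper states that the internode DEGs held no GA biosynthetic, signalling or deactivating gene, and 1 of the 79 GA-related genes of its Data S5 and S7 was among them, *HOX12*, lower with a log2 ratio of -1.06. Those tables place *HOX12* with the GA-deactivating genes, and 0 of the other 78 were internode DEGs. The paper states, from RNA sequencing and from real-time RT-PCR, that the detected GA biosynthetic genes did not differ substantially. Of these genes, *GA20ox2* was a lower DEG in line A6, with a log2 ratio of -1.06, while line A1 had 0 such DEGs. The RT-PCR values were not examined here.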

Other observations

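The test of neighbouring genes in this part was chosen before its result was seen, and the genes named in this part, apart from *CYP96B4*, were chosen after their values were seen. A set of 45 genes were DEGs in leaves of both lines and in the internode, 25 of them higher and 5 lower in all 3 comparisons. OsIAA9 (LOC_Os02g56120), a repressor of auxin response, stood at 1.4 and 3.96 FPKM in leaves of the wild type and line A1, and had log2 ratios of 1.03 in line A6 leaves and 2.10 in the internode, where 1 FPKM added to both groups left 1.14. A glucan endo-1,3-beta-glucosidase (LOC_Os07g35480) had log2 ratios of 1.48 in line A1 leaves, 1.87 in line A6 leaves and 2.13 in the internode, and an F-box gene (LOC_Os10g41838) of 5.00, 4.83 and 3.29 in the same order. On the lower side, 3-ketoacyl-CoA synthase 6 (LOC_Os04g02640), which elongates fatty acids, had log2 ratios of -3.73, -2.74 and -2.32 (-1.67, -1.44 and -1.61 with 1 FPKM added). A cycloartenol synthase (LOC_Os02g04690), an enzyme of sterol synthesis, had log2 ratios of -2.05, -1.47 and -1.26 (-0.91, -0.73 and -0.74 with 1 FPKM added). Another gene of that description (LOC_Os06g28820) was lower in both leaf lines (-2.01 and -1.38) and higher in the internode (1.45, or 0.61 with 1 FPKM added). Some defence genes were higher in both leaf lines and lower in the internode, among them a thaumatin gene (LOC_Os12g43450) at 1.52, 1.53 and -3.60 (-2.07 with 1 FPKM added) and the chitinase CHIT2 (LOC_Os04g41620) at 1.33, 1.06 and -1.72. Line A6 leaves and line A1 internodes shared 122 DEGs, against 62.4 for independent lists, with 60 in the same direction (two-sided Fisher's exact test of direction, p = 0.513).

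Of the DEGs shared by the leaf lines, 33 were higher in line A1 and lower in line A6, and 16 went the other way. The Bowman-Birk trypsin inhibitor genes BBTI2 (LOC_Os01g03320) and BBTI1 (LOC_Os01g03310) had log2 ratios of 2.86 and 2.45 in line A1 and of -2.58 and -2.32 in line A6, and an osmotin gene (LOC_Os12g38170) of 2.14 and -1.71. A ribonuclease T2 gene (LOC_Os09g36680) stood at 95.6 and 199 FPKM in the wild type and line A1, and at 96.7 and 11.3 FPKM in the wild type and line A6. The lipid transfer proteins LTPL138 (LOC_Os10g40420) and LTPL105 (LOC_Os12g29160) had log2 ratios of -1.46 and -1.31 in line A1 and of 1.70 and 2.19 in line A6. Each is a single gene with no known spread, and its difference between the lines was not tested.

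*CYP96B4* (LOC_Os03g04680), which the paper reports for the internode, was also lower in line A1 leaves, at 35.9 FPKM in the wild type and 12.7 FPKM in *mir396ef* (log2 ratio -1.50), and was not among the DEGs of line A6 leaves.

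Neighbouring DEGs within 50 kb went in the same direction in 69.3% of 332 pairs in line A1 leaves, against 53.3% for shuffled directions, in 73.1% of 1113 pairs in line A6 leaves, against 65%, and in 72.3% of 47 pairs in the internode, against 54.2%. A one-sided permutation test gave p = 1e-05 in both leaf lines, the smallest that 100000 resamples can give, and p = 0.00794 in the internode. Whether shared reads of gene copies side by side or shared regulation lie behind this was not tested.

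Of the genes tested, at least 33.7% in line A1 leaves, 57.5% in line A6 leaves and 14.3% in the internode were past a q-value of 0.05 at any ratio. These shares come from the ranks of p-values in the authors' deposited table. They reach only to the DEG with the largest p-value, at q-values of 0.0496, 0.0499 and 0.0486 there.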
